# Tumor-intrinsic response to IFNγ shapes the tumor microenvironment and anti–PD-1 response in NSCLC

**DOI:** 10.26508/lsa.201900328

**Published:** 2019-05-27

**Authors:** Bonnie L Bullock, Abigail K Kimball, Joanna M Poczobutt, Alexander J Neuwelt, Howard Y Li, Amber M Johnson, Jeff W Kwak, Emily K Kleczko, Rachael E Kaspar, Emily K Wagner, Katharina Hopp, Erin L Schenk, Mary CM Weiser-Evans, Eric T Clambey, Raphael A Nemenoff

## Abstract

Targeting PD-1/PD-L1 is only effective in ∼20% of lung cancer patients, but determinants of this response are poorly defined. We previously observed differential responses of two murine K-Ras–mutant lung cancer cell lines to anti–PD-1 therapy: CMT167 tumors were eliminated, whereas Lewis Lung Carcinoma (LLC) tumors were resistant. The goal of this study was to define mechanism(s) mediating this difference. RNA sequencing analysis of cancer cells recovered from lung tumors revealed that CMT167 cells induced an IFNγ signature that was blunted in LLC cells. Silencing *Ifngr1* in CMT167 resulted in tumors resistant to IFNγ and anti–PD-1 therapy. Conversely, LLC cells had high basal expression of SOCS1, an inhibitor of IFNγ. Silencing *Socs1* increased response to IFNγ in vitro and sensitized tumors to anti–PD-1. This was associated with a reshaped tumor microenvironment, characterized by enhanced T cell infiltration and enrichment of PD-L1^hi^ myeloid cells. These studies demonstrate that targeted enhancement of tumor-intrinsic IFNγ signaling can induce a cascade of changes associated with increased therapeutic vulnerability.

## Abstract (precis)

Using an immunocompetent mouse model of NSCLC, this study demonstrates that tumor-intrinsic response to IFNγ determines response to anti–PD-1 through alterations in the tumor microenvironment.

## Introduction

The development of immune checkpoint inhibitors has shown great promise in a wide variety of malignancies, including lung cancer. However, only ∼20% of unselected non-small cell lung cancer patients respond to monotherapy targeting the Programmed Cell Death Protein 1 (PD-1)/Programmed Death Ligand 1 (PD-L1) axis (Borghaei et al, 2015; Brahmer et al, 2015; Garon et al, 2015). Previous studies have correlated multiple factors with patient response to immunotherapy. These include tumor mutational burden, the presence of neoantigens, PD-L1 expression on the surface of tumor cells and/or surrounding stromal cells, tumor-infiltrating immune cells, and patient smoking status (Ji et al, 2012; Ngiow et al, 2015; Danilova et al, 2016; Gainor et al, 2016; Spranger et al, 2016; Ayers et al, 2017; Corrales et al, 2017). Importantly, Ayers et al (2017) defined an IFNγ gene signature generated from melanoma patient tumors that correlated with enhanced response to pembrolizumab across multiple cancer types. Although many clinical trials involving single-agent immunotherapy or combination therapies are being performed in non-small cell lung cancer, a mechanistic understanding of determinants of response to these agents is still incomplete. These studies require preclinical models that accurately recapitulate features of human lung cancer.

Our laboratory has used an orthotopic and immunocompetent mouse model to study how K-Ras–mutant lung cancers respond to the immune system (Poczobutt et al, 2016a, 2016b; Li et al, 2017; Kwak et al, 2018). In this model, lung cancer cells derived from C57BL/6J mice are implanted directly into the lungs of syngeneic mice. These cells form a primary tumor after 2–4 wk that metastasizes to the other lung lobes, liver, brain, and mediastinum (Weiser-Evans et al, 2009). This model has the advantage that tumors develop in the appropriate tumor microenvironment (TME) and imitate late-stage disease when most patients are placed on immunotherapy. In addition, the nonsynonymous mutational burden in these tumors is comparable with human lung tumors, and significantly higher than genetically engineered mouse models (McFadden et al, 2016), allowing for recognition by the adaptive immune system. We have previously demonstrated differential sensitivity of K-Ras–mutant tumors to anti–PD-1/anti–PD-L1 therapy, with CMT167 tumors showing a strong inhibition and Lewis lung carcinoma (LLC) tumors being generally unresponsive (Li et al, 2017). The responsiveness of these tumors was also dependent on the local TME. CMT167 tumors implanted subcutaneously were resistant to anti–PD-1 therapy, whereas tumors in the lung were eliminated (Li et al, 2017). Thus, this model allows us to define specific mechanisms that determine the response to immunotherapy. In this study, we have focused on how cancer cell–intrinsic response to IFNγ affects the TME and response to anti–PD-1 therapy.

IFNγ is made predominantly by NK cells, type 1 innate lymphoid cells (ILC1), and T cells (Schroder et al, 2004; Cheon et al, 2011). Since the 1990s, it has been shown that IFNγ increases the immunogenicity of some tumors (Cheon et al, 2014). IFNγ binds to cell surface receptors (IFNGR1/IFNGR2) on cancer cells resulting in activation of JAK1 and JAK2 and phosphorylation of STAT1 (Cheon et al, 2014). Activated STAT1 dimers translocate to the nucleus to initiate waves of transcription that can lead to enhanced MHC class I and II presentation on tumor cells and increased chemokine expression. Global loss of IFNγ is detrimental to tumor surveillance in mice, as *Ifnγ*^−/−^ mice develop tumors more quickly than their *Ifnγ*^+/+^ counterparts in the setting of carcinogen-induced or spontaneously arising tumors (Kaplan et al, 1998; Shankaran et al, 2001). Tumors that are insensitive to IFNγ can grow equally well in *Ifnγ*^−/−^ or *Ifnγ*^+/+^ mice, suggesting that host response does not completely alter the growth of these tumors. Thus, it has been speculated that many tumors develop mutations in the IFNγ signaling pathway to evade the immune system. Recent studies have shown that ∼30% of both melanoma and lung carcinomas have at least one mutation in the IFNγ pathway, including JAK1, IFNGR1*,* or IFNGR2 (Cheon et al, 2014), and resistance to checkpoint inhibitors in patients is associated with JAK1/2 mutations (Shin et al, 2017).

We hypothesized that intrinsic differences in the responsiveness of cancer cells to IFNγ, distinct from other features of these cells, define the nature of the TME and control sensitivity of lung tumors to immunotherapy. In this study, we demonstrated that by altering responsiveness of murine lung cancer cells to IFNγ, we could define changes in the TME that regulate responsiveness to anti–PD-1 therapy.

## Results

### LLC cells exhibit a blunted response to IFNγ in vitro and in vivo compared with CMT167

We hypothesized that the differential response of CMT167 versus LLC orthotopic lung tumors to anti–PD-1 therapy was mediated at least in part through inherent differences in the cancer cells and how they respond to signals coming from the TME. To define these changes, we recovered cancer cells from orthotopically implanted tumors and compared their transcriptional profile with identical cancer cells grown in vitro. CMT167 or LLC cells were injected into the lungs of transgenic GFP-expressing C57BL/6J mice. After tumors were established, the GFP-negative cancer cell population was recovered by FACS of single-cell suspensions made from tumor-bearing lungs. 

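Expression was measured in LLC, a Lewis lung carcinoma line, and in CMT167, a second mouse lung cancer line. By the paper's methods both lines carry luciferase. The deposited libraries cover LLC cells grown in vitro (n = 5), LLC cells recovered from lung tumors (in vivo, n = 5), CMT167 cells in vitro (n = 3) and CMT167 cells in vivo (n = 3). A further 5 LLC and 3 CMT167 libraries come from tumor cells that were returned to culture, here called passaged, a condition the paper does not report. Host lung, vascular and immune cells of the GFP mice were to be removed by sorting for cells without GFP and without DAPI, a stain for dead cells. Each in vivo library is a pool of mice that had received 100000 cells by the sample labels and the RNA-Seq methods, while the paper's general mouse methods give more cells for CMT167 than for LLC. The paper gives 2 weeks of growth and 4 lungs per pool for LLC and 3 weeks and 5 lungs for CMT167, whereas the sample labels give 3 and 4 weeks and 3 to 5 mice per pool. Growth time therefore differs along with the line in both accounts.

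Poly(A) RNA was made into stranded TruSeq libraries and sequenced on an Illumina HiSeq. The column names of the deposited table state that reads were trimmed of the first 5 bases and down to base 95. The submitters name STAR 2.5.0b, Cufflinks 2.2.1 and Cuffnorm with the mouse genome mm10, and the paper's methods name TopHat and an earlier Cufflinks. The authors' values are FPKM, counts of fragments scaled by transcript length and by library size, for 24341 genes, with 0.01 as the lowest listed value. That floor holds 41.2% of all cells of the table, and 24 cells in 19 genes read FAIL and were treated as missing. No read counts come with the table, so the depth of each library is unknown. Judged by the commonest ratio between low values of each library and those of LLC in vivo library 4, relative depth ranged from 0.78 to 2.64.

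For the comparisons among in vitro and in vivo groups, 12315 genes with at least 1 FPKM in at least 3 of the 16 libraries were tested on log2(FPKM + 1) with limma, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes at low expression are smaller on this scale than ratios of FPKM. Gene lists for 22 pathways or programs and 14 cell types were fixed before the deposited table was examined. The paper's figures and part of its source data may have been seen by then. The lists were tested with camera at a preset correlation of 0.01 between genes. Libraries 1, 2 and 3 of LLC in vitro and library 2 of CMT167 in vivo held relatively more signal from short transcripts than the other libraries. In these 4 libraries the shift of the group of shortest genes exceeded that of the longest by 0.882, 1.275, 0.928 and 1.267 on the log2 scale. Of the LLC in vivo libraries, number 3 was closest to them, at 0.509.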

RNA isolated from recovered cells and from identical cells grown in vitro was analyzed by RNA sequencing (RNA-Seq). After gene set enrichment analysis, we determined that the IFNγ signaling pathway was up-regulated in CMT167 cancer cells relative to LLC cells in vivo (Fig 1A and Table S1), suggesting that these cells have a differential response to IFNγ. 

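In the in vivo libraries, genes of the IFNγ response were at higher levels in CMT167 than in LLC. Stat1, the transcription factor that carries the IFNγ signal to the nucleus, averaged 70.7 ± 9.43 (SD, n = 3) FPKM in CMT167 cells and 12.2 ± 1.99 (SD, n = 5) FPKM in LLC cells in vivo. Cxcl9, a chemokine that attracts T cells, averaged 57.9 ± 8.39 and 1.37 ± 0.60 FPKM in the same groups. Cd74, the invariant chain of MHC class II, averaged 1481 ± 134 and 9.3 ± 6.11 FPKM. Stat1 lies on chromosome 1 of mm10 from 52119438 to 52161865, and Cd74 lies on chromosome 18 of mm10 from 60803849 to 60812652. The log2 difference between the lines in vivo was 2.45 (standard error 0.19, adjusted p = 6.5e-09) for Stat1, 4.66 (adjusted p = 5.1e-13) for Cxcl9 and 7.34 (adjusted p = 3.2e-12) for Cd74.

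Of 57 tested genes of the IFNγ response list, 52 were higher and 1 was lower in CMT167 than in LLC in vivo, with the same counts adjusted over the list alone. The lower gene was Cd40, at a log2 difference of -0.32, named here after its values were seen. The median log2 difference was 2.88, with adjusted p = 6.8e-18 from camera and adjusted p = 0.085 with an estimated correlation. Members with the smallest p included Ido1, an enzyme of tryptophan breakdown, at 3.69, Ubd, a ubiquitin-like modifier, at 6.58, and the adhesion molecule Icam1 at 5.59. Icam1 was already higher in CMT167 in vitro, as given below. All 11 genes of the MHC class II list were higher (all 11 adjusted over the list alone), with a median of 5.68 and adjusted p = 5.1e-08 from camera and adjusted p = 0.11 with an estimated correlation. The MHC class I list had 21 higher, 1 lower and 2 not past the test (21 higher and 1 lower adjusted over the list alone), a median of 1.77 and adjusted p = 1.3e-05 from camera and adjusted p = 0.12 with an estimated correlation. H2-K1, an MHC class I heavy chain, averaged 608 ± 118 FPKM in CMT167 and 59.5 ± 21.5 FPKM in LLC. The type I IFN list had 33 higher, 0 lower and 4 not past the test (34 higher and 0 lower adjusted over the list alone), a median of 1.38 and adjusted p = 2.7e-08 from camera and adjusted p = 0.15 with an estimated correlation. The immune checkpoint ligands had 9 higher, 1 lower and 3 not past the test (9 higher and 1 lower adjusted over the list alone), a median of 1.29 and adjusted p = 0.0012 from camera and adjusted p = 0.11 with an estimated correlation. Cd274, which encodes PD-L1, averaged 7.5 ± 0.69 FPKM in CMT167 and 2.48 ± 0.398 FPKM in LLC. The IFNγ list shares 13 genes with the MHC class I list, 5 with the MHC class II list, 3 with the checkpoint list and 2 with the type I IFN list.

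The difference between the lines in their change from in vitro to in vivo was tested as well. It was larger in CMT167 for 49 of the IFNγ genes, smaller for 0, with a median of 2.88 and adjusted p = 4.1e-26 from camera and adjusted p = 0.032 with an estimated correlation (also 49 adjusted over the list alone). It was larger for all MHC class II genes, with a median of 5.59 and adjusted p = 2.7e-12 from camera and adjusted p = 0.043 with an estimated correlation. Stat1 differed by 3.01 (adjusted p = 1.7e-07), Cxcl9 by 4.61, Cd274 by 1.42 and Ciita, the master regulator of MHC class II, by 2.69. Cxcl10, another T cell chemokine, averaged 63.3 ± 18.3 FPKM in CMT167 and 43.4 ± 34.6 FPKM in LLC in vivo. Its difference in response was 0.32 (adjusted p = 0.74), and that of H2-K1 was 0.56 (adjusted p = 0.31), so neither passed. Markers of host lung cells were also higher in CMT167 than in LLC in vivo. The alveolar surfactant gene Sftpc averaged 159 ± 98.5 and 6.42 ± 2.28 FPKM, the club cell gene Scgb1a1 841 ± 515 and 85.6 ± 68.6 FPKM, and the endothelial gene Pecam1 14.4 ± 7.78 and 0.916 ± 0.491 FPKM. The macrophage gene Lyz2, outside the rule for named genes and picked after its values were seen, averaged 165 ± 82.6 and 71.9 ± 50.6 FPKM. Its log2 difference of 1.37 (adjusted p = 0.046) was not past the test without CMT167 in vivo replicate 2 (1.05, adjusted p = 0.2), without replicate 1 of that group or LLC in vivo replicates 2 or 5, or with the length trend removed (0.64, adjusted p = 0.25). Over all genes, 6057 differed between the lines in vivo and 3397 differed in response. The latter count was 1777 without CMT167 in vivo replicate 2 and 5780 without LLC in vitro replicate 5, and array weights gave 9217 and 8330 for the respective counts. From the enrichment of the IFNγ pathway in its own analysis (Fig 1A), the paper proposes that the cell lines respond differently to IFNγ.

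**Figure D1:**
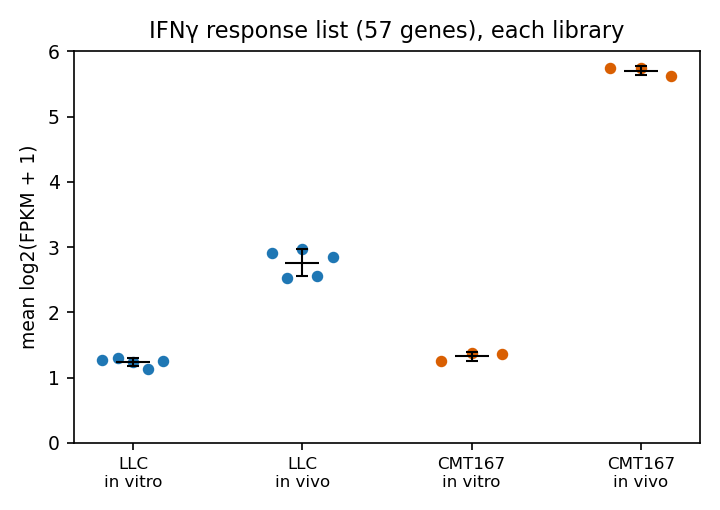
Mean log2(FPKM + 1) over the 57 tested IFNγ response genes in each library, by cell line and condition. Points are libraries. The CMT167 in vivo libraries lie from 5.62 to 5.75, the LLC in vivo libraries from 2.53 to 2.97, and the in vitro libraries of both lines from 1.13 to 1.37.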

We also confirmed that IFNγ was present in LLC and CMT167 tumor homogenate (Fig S1A). Examination of RNA-Seq data revealed no detectable mutations in the IFN signaling pathways in either cell line (Table S2). Both cell lines also expressed IFNγ receptors and JAK/STAT machinery, implicating other potential alterations in intracellular signaling.

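Transcripts for the receptor chains, the kinases and the transcription factors of the IFNγ pathway were present in the in vivo libraries of both lines. In vivo, Ifngr1, the chain that binds IFNγ, averaged 109 ± 8.29 (SD, n = 3) FPKM in CMT167 and 37.7 ± 4.48 (SD, n = 5) FPKM in LLC. Ifngr2, the second chain of the receptor, averaged 52.7 ± 2.58 and 23.8 ± 2.7 FPKM. Jak1, one of the kinases bound to the receptor, was lower in CMT167, at 17.4 ± 5.83 against 61.3 ± 5.85 FPKM. Its partner kinase Jak2 averaged 18.4 ± 5.92 and 11.5 ± 1.28 FPKM, a log2 difference of 0.59 that did not pass (adjusted p = 0.052) but passed in 10 of 22 alternatives, which ranged from 0.42 (adjusted p = 0.24) to 0.88 (adjusted p = 1.3e-07).

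Of the 9 receptor and JAK/STAT genes, 6 were higher in CMT167 than in LLC in vivo, 1 was lower and 2 did not pass (7 higher and 1 lower adjusted over the list alone). The log2 difference was 1.52 (standard error 0.25, adjusted p = 6.2e-05) for Ifngr1, 1.12 (adjusted p = 1.9e-05) for Ifngr2 and -1.81 (adjusted p = 7.0e-05) for Jak1. As a list these genes had a median of 1.11 and did not pass (adjusted p = 0.12 from camera). From in vitro to in vivo, all 9 rose in LLC, by a median of 1.33, with adjusted p = 8.3e-06 from camera and adjusted p = 0.058 with an estimated correlation. The rise of Jak1 in LLC, 0.88, no longer passed when LLC in vitro was limited to libraries 4 and 5, where it was 0.24 (adjusted p = 0.51). In CMT167, 7 rose and 1 fell, by a median of 1.13, with adjusted p = 0.0089 from camera and adjusted p = 0.2 with an estimated correlation. Adjusted over the list alone, 9 rose in LLC, and 7 rose and 1 fell in CMT167. Irf1 and Irf9, transcription factors of the interferon response, rose by 3.07 and 3.26 in CMT167 and by 1.87 and 1.85 in LLC. Jak2 changed by -0.79 (adjusted p = 0.033) in CMT167 and by 1.09 (adjusted p = 7.4e-04) in LLC, and the difference between these changes was -1.89 (adjusted p = 5.3e-04). The fall of Jak2 in CMT167 no longer passed in 5 of 20 alternatives, among them without CMT167 in vivo replicate 2, at -0.51 (adjusted p = 0.19). The rise of Ifngr2 in CMT167, 0.50 (adjusted p = 0.045), no longer passed in 10 of 20 alternatives, among them those that left out any 1 of the 6 CMT167 libraries, for example 0.38 (adjusted p = 0.16) without CMT167 in vitro replicate 1. For the difference in response, the list had 3 genes larger and 1 smaller in CMT167 (3 and 2 adjusted over the list alone). Its median of -0.22 and its mean of 0.10 differ in sign, and it did not pass (adjusted p = 0.88 from camera). Ifng itself, the gene for the cytokine, was listed at the floor in every LLC library and every cultured CMT167 library. It reached 0.0459 FPKM at most among the CMT167 in vivo libraries, too low to be tested.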

Table S1 *LLC and CMT167 g*ene set enrichment analysis in vivo. Gene set enrichment analysis was performed on RNA-Seq data from both the LLC and CMT167 in vitro and in vivo conditions. The “HALLMARK_INTEFERON_GAMMA_RESPONSE” pathway ranked #3 for LLC cells and #2 for CMT167 cells by this method. Top pathways are highlighted in yellow.

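The IFNγ response list had the smallest camera p, at the preset correlation, of all lists tested for the change from in vitro to in vivo, in LLC and in CMT167. In CMT167 the type I IFN list came next, with 36 higher, 0 lower and 1 not past the test (36 higher and 0 lower adjusted over the list alone), a median of 2.58 and adjusted p = 3.5e-22 from camera and adjusted p = 0.016 with an estimated correlation. Its members with the smallest p were Phf11b at 2.70, Phf11d at 2.63, Irf7, a transcription factor that amplifies interferon production, at 4.43, and Oasl2, a member of the antiviral oligoadenylate synthetase family, at 4.86. In LLC the extracellular matrix and mesenchymal list came next, with 31 higher, 1 lower and 8 not past the test (31 higher and 1 lower adjusted over the list alone), a median of 1.75 and adjusted p = 4.6e-16 from camera and adjusted p = 0.024 with an estimated correlation. Dcn and Lum, which encode small proteoglycans of the matrix, rose by 8.99 and 9.22, and Mmp9, a gelatinase, by 5.32. The fibroblast and pericyte marker list, which also holds Dcn and Lum, went from a mean of 1.76 in LLC in vitro to 5.49 in vivo on the log2 scale. The LLC type I IFN list had 31 higher, 1 lower and 5 not past the test (31 higher and 1 lower adjusted over the list alone), a median of 1.14 and adjusted p = 1.2e-14 from camera and adjusted p = 0.052 with an estimated correlation.

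Table S1 gives the paper's own enrichment scores for gene sets, which measure whether the members of a set gather at either end of a ranking of all genes. The paper's values for its IFNγ set of 214 genes are a normalized enrichment score of 1.86 in LLC, at place 3 of 70 sets as listed, and 2.26 in CMT167, at place 2 of 63. The members of that set are not among the deposited data, so the lists used here are other lists and their p-values are not on the scale of that score.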

Table S2 *LLC and CMT167* called mutations via RNA-Seq in vitro. The IMPACT pipeline was used to call mutations from in vitro RNA-Seq data. Nonsynonymous SNVs are highlighted in yellow for both LLC and CMT167 cells in vitro.

**Figure 1.**
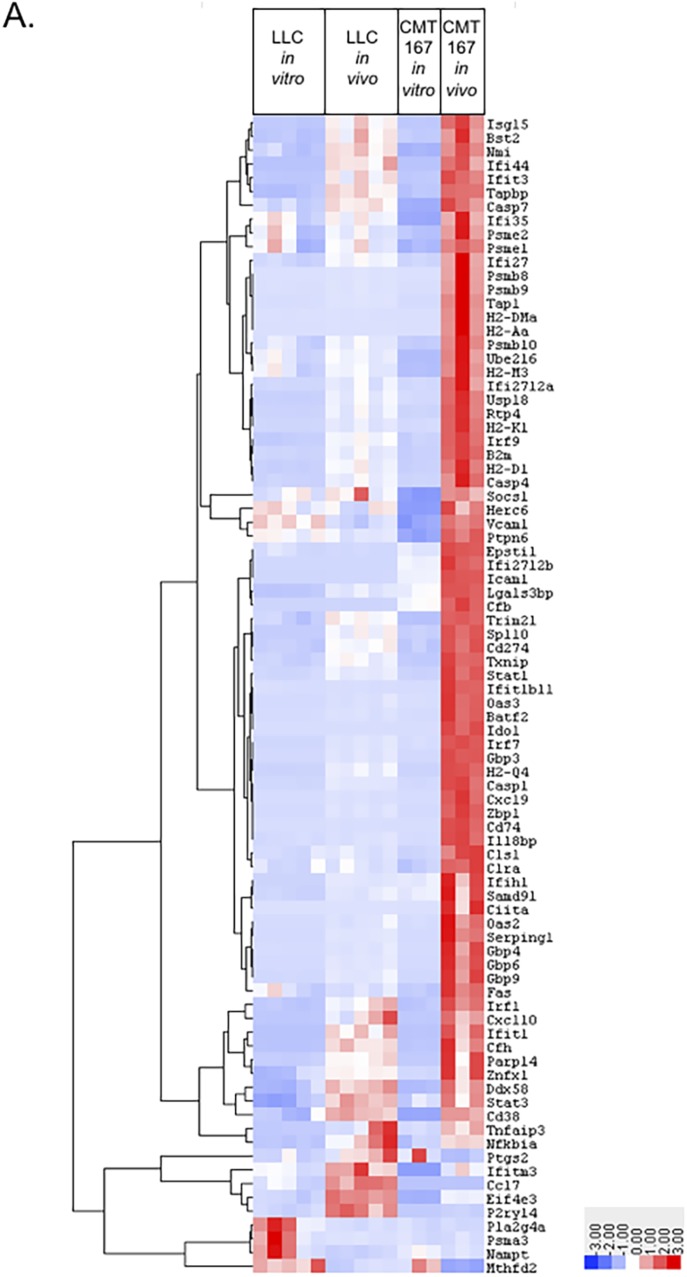
LLC cells exhibit a blunted response to IFNγ in vitro and in vivo compared with CMT167. CMT167 or LLC cells were orthotopically injected into the left lung lobe of transgenic GFP-expressing C57BL/6J mice and were grown for either 2 (LLC) or 3 wk (CMT167). Tumor-bearing lung lobes were isolated and made into single-cell suspensions containing both GFP-positive (host cells) and GFP-negative (cancer cells). First, RNA was isolated from identical cancer cells grown in passage (in vitro condition). Second, RNA was isolated from recovered GFP-negative cancer cells (isolated via FACS-in vivo condition). Third, RNA was run for RNA-Seq from both conditions. The CMT167 condition had three experimental replicates per in vitro and in vivo conditions with five tumor-bearing lung lobes pooled per in *vivo* experimental replicate (15 mice used total). The LLC condition had five experimental replicates per in vitro and in vivo conditions with four tumor-bearing lung lobes pooled per in vivo experimental replicate (20 mice used total). **(A)** The “HM_IFNg Response” pathway containing 80 genes from the Broad Institute Molecular Signatures Database was used to generate a heat map of differentially expressed genes between the LLC and CMT167 in vitro and in vivo experimental conditions. Source data are available for this figure.

**Figure S1.**
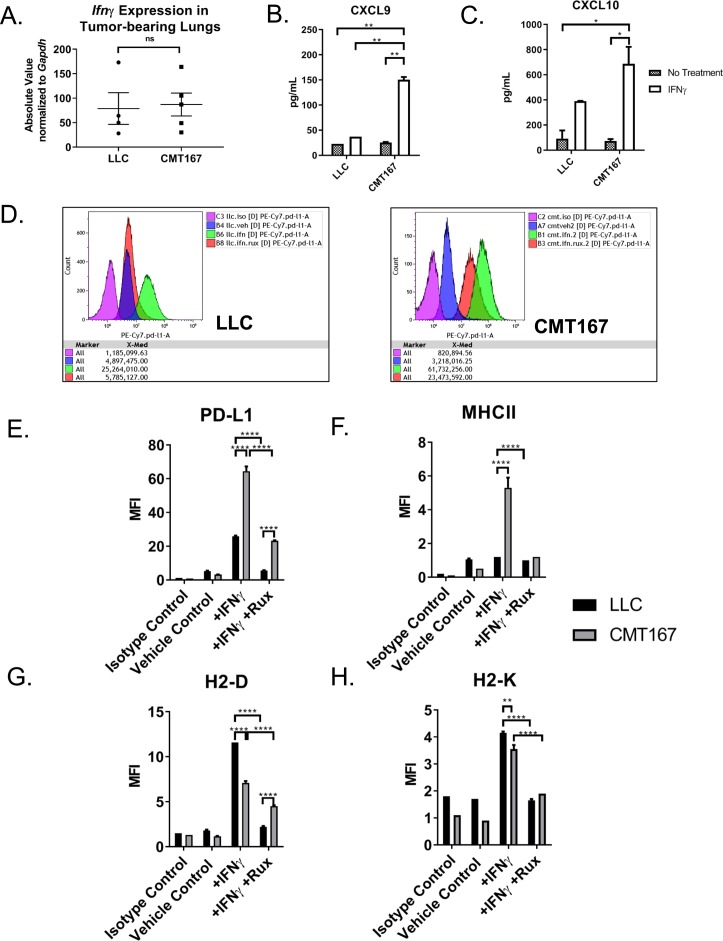
LLC cells exhibit a blunted response to IFNγ in vitro and in vivo compared with CMT167. LLC or CMT167 cells were orthotopically injected into the left lung lobes of mice and established primary tumors. After 2 (LLC) or 3 (CMT167) wk of tumor growth, the mice were euthanized and their tumor-bearing lung lobes were isolated and snap-frozen in liquid nitrogen. After first thaw, the lung lobes were homogenized, followed by RNA isolation from bulk tumor homogenate and qRT-PCR. **(A)** mRNA expression of *Ifnγ* relative to the housekeeping gene *Gapdh* from LLC and CMT167 tumor homogenate. **(B, C)** Conditioned media from cells plated at equal confluency was measured for (B) CXCL9 and (C) CXCL10 proteins via ELISA comparing LLC cells with CMT167 cells in vitro ±100 ng/ml IFNγ for 48 h. **(D)** Representative flow cytometry plots showing median fluorescence intensity (MFI) of LLC or CMT167 cells ±100 ng/ml IFNγ and ±1 μm ruxolitinib for 72 h. **(E–H)** Protein expression (MFI) as measured by flow cytometry of (E) PD-L1, (F) MHCII, (G) H2-D, and (H) H2-K in LLC or CMT167 cells in vitro. Statistics compare LLC and CMT167 cells treated with IFNγ alone or in combination with ruxolitinib. Error bars represent the mean of the data ± SEM after a *t* test (S1A) or a two-way ANOVA (S1B-C, E–H). (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001).

To validate our RNA-Seq data, we compared the responsiveness of these two cell lines to IFNγ treatment in vitro. CMT167 cells showed a more robust and sustained induction of phospho-STAT1 (p-STAT1) levels upon treatment with IFNγ compared with LLC cells (Fig 2A). By message, CMT167 also showed greater induction of four downstream IFNγ response genes (*Cxcl9, Cxcl10*, *Cd274*, and *Ciita*) compared with LLC cells (Fig 2B–E). By protein, CMT167 cells induced CXCL9, CXCL10, PD-L1, and MHC class II (a read-out of CIITA activity) to a significant degree over LLC cells, whereas both cell lines induced two MHC class I genes (H2-D and H2-K) (Fig S1B–H). Importantly, upon treatment with ruxolitinib, a JAK1/2 inhibitor, protein expression of several genes was abrogated, indicating that their expression was predominately JAK-STAT dependent (Fig S1B–H) in both cell lines. Collectively, these data suggest that responsiveness to IFNγ signaling is associated with sensitivity to anti–PD-1 therapy in our model.

**Figure 2.**
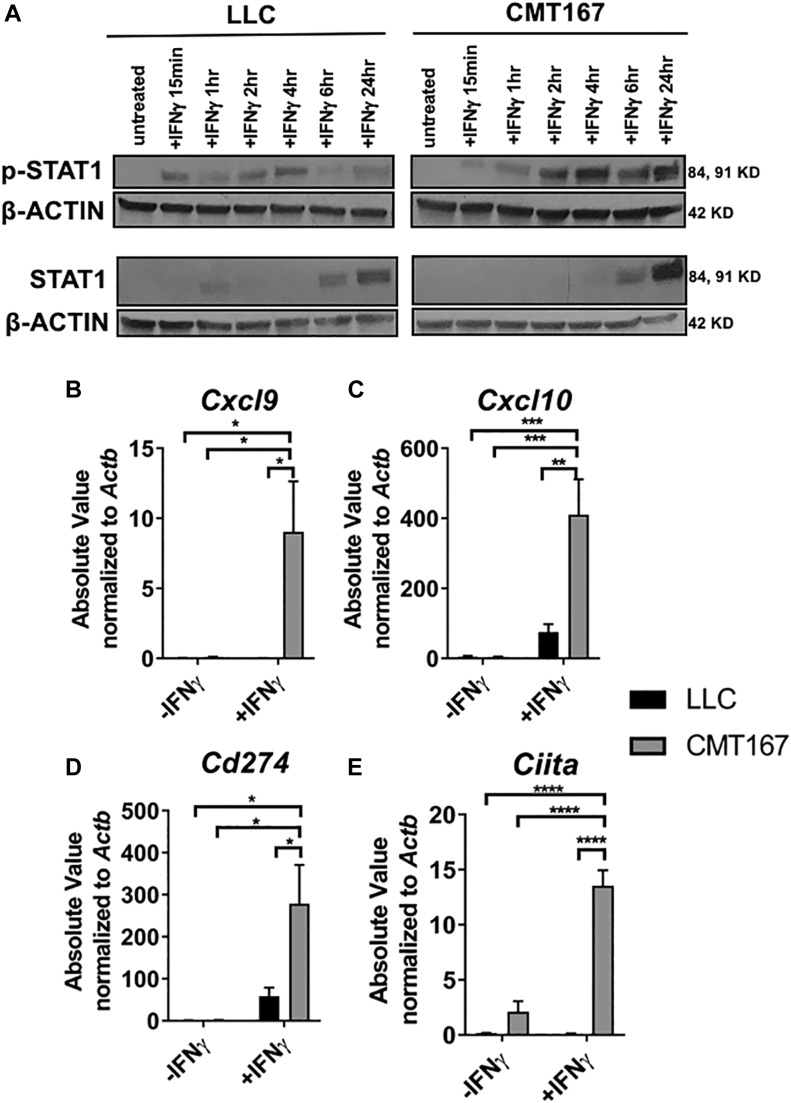
In vitro treatment with IFNγ recapitulates RNA-Seq differences in the IFNγ signaling pathway in LLC and CMT167 cells. **(A)** Immunoblots of LLC or CMT167 cells treated with ±10 ng/mL IFNγ in vitro for a time course ranging from 15 min to 24 h, showing p-STAT1 and total STAT1 expression compared with the housekeeping gene β-ACTIN. LLC or CMT167 cells were treated with ±100 ng/ml IFNγ in vitro for 24 h followed by isolation of RNA and qRT-PCR. **(B–E)** mRNA levels of (B) *Cxcl9*, (C) *Cxcl10*, (D) *Cd274*, and (E) *Ciita* are shown as absolute values (SQ values) normalized to the housekeeping gene *Actb*. Statistics compare all groups ± IFNγ. Error bars represent the mean of the data ± SEM after a two-way ANOVA (B–E) (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). Source data are available for this figure.

Source Data for Figure 2

### Silencing *Ifngr1* in CMT167 confers decreased response to IFNγ and resistance to anti–PD-1 therapy

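Libraries of CMT167 cells sorted from tumors held antigen presentation transcripts that were scarce in culture. Markers of host cells rose in the same libraries, as given below, so the source of these transcripts is not settled here. H2-Aa and H2-Ab1, the chains of an MHC class II molecule, averaged 852 ± 409.6 (SD, n = 3) and 519 ± 199.9 (SD, n = 3) FPKM in vivo against 0.135 ± 0.11 and 0.0772 ± 0.0827 FPKM in vitro. Tap1, which carries peptides to MHC class I molecules, rose from 0.0898 ± 0.0577 to 129 ± 52.1 FPKM. Psmb8, a subunit of the immunoproteasome, rose from 0.0922 ± 0.0821 to 379 ± 217 FPKM. Ciita was listed at the floor in every CMT167 library in vitro and averaged 6.47 ± 3.64 FPKM in vivo.

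All 57 tested IFNγ response genes rose in CMT167 (also 57 adjusted over the list alone), by a median of 3.69, with adjusted p = 5.0e-42 from camera and adjusted p = 0.0036 with an estimated correlation. Tgtp1 and Tgtp2, interferon-induced GTPases, rose by 5.06 and 4.69, Stat1 by 4.27 (standard error 0.21, adjusted p = 5.1e-11) and Cd274 by 2.50. All 11 genes of the MHC class II list rose (11 adjusted over the list alone), by a median of 6.35, with adjusted p = 1.1e-13 from camera and adjusted p = 0.018 with an estimated correlation. The MHC class I list had 21 higher, 0 lower and 3 not past the test (21 higher and 1 lower adjusted over the list alone), a median of 3.21 and adjusted p = 1.1e-13 from camera and adjusted p = 0.011 with an estimated correlation. The chemokine list had 15 higher, 0 lower and 6 not past the test (15 higher and 0 lower adjusted over the list alone), a median of 2.07 and adjusted p = 3.0e-07 from camera and adjusted p = 0.03 with an estimated correlation. Among chemokines Cxcl9 rose by 5.80, Cxcl10 by 5.08 and Cxcl11, which binds the same receptor, by 2.46. Checkpoint ligands had 10 higher, 1 lower and 2 not past the test (10 higher and 1 lower adjusted over the list alone), a median of 1.28 and adjusted p = 1.2e-04 from camera and adjusted p = 0.03 with an estimated correlation. The complement and coagulation list had 17 higher, 0 lower and 4 not past the test (17 higher and 1 lower adjusted over the list alone), a median of 2.73 and adjusted p = 1.9e-10 from camera and adjusted p = 0.0029 with an estimated correlation, and in it Cfi, a protease that inactivates complement, rose by 5.72 and C4b by 6.45.

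Host markers rose in the same libraries. The alveolar epithelium list had 8 higher, 0 lower and 1 not past the test (9 higher and 0 lower adjusted over the list alone), a median of 3.79 and adjusted p = 3.1e-08 from camera and adjusted p = 0.0085 with an estimated correlation. The list of markers of all leukocytes had 7 higher, 0 lower and 1 not past the test (7 higher and 0 lower adjusted over the list alone), a median of 2.62 and adjusted p = 2.4e-04 from camera and adjusted p = 0.19 with an estimated correlation. The alveolar list includes Sftpd, which averaged 171 ± 34.5 FPKM in vivo and 5.51 ± 1.63 FPKM in passaged CMT167 cells, where the alveolar gene Sftpc was at or near the floor. Markers of all leukocytes were highest in library 2 of CMT167 in vivo, the library that leaned to short transcripts, as was the MHC class II list, at a mean log2 of 6.83 against 6.24 and 6.18. The fit counted 4101 changed genes, 2711 without CMT167 in vivo replicate 2 and 6329 without the filter on low values.

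**Figure D2:**
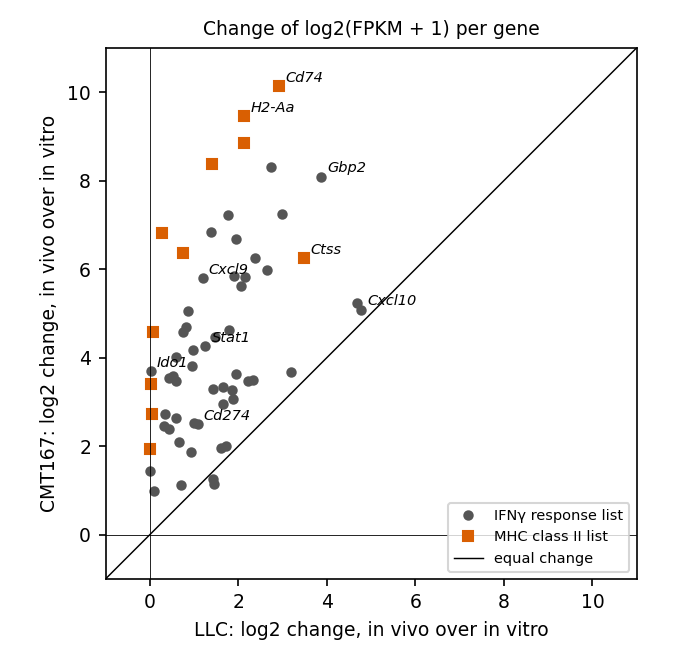
Log2 change from in vitro to in vivo in LLC (horizontal axis) and in CMT167 (vertical axis) for the 63 tested genes of the IFNγ response and MHC class II lists. Each point is a gene, and 61 lie above the line of equal change.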

The induction of an IFNγ signature in CMT167 in vivo suggests that these cancer cells respond to and induce IFN-dependent effectors. 

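In culture, both receptor chains were expressed in both lines and were higher in CMT167. Ifngr1 averaged 52.1 ± 17.4 (SD, n = 3) FPKM in CMT167 and 14.9 ± 4.82 (SD, n = 5) FPKM in LLC, a ratio of means of 3.49. Ifngr2 averaged 37.2 ± 5.16 (SD, n = 3) FPKM in CMT167 and 13.1 ± 2.11 (SD, n = 5) FPKM in LLC, a ratio of 2.84. Ifngr1 lies on chromosome 10 of mm10 from 19591958 to 19610225, and Ifngr2 lies on chromosome 16 of mm10 from 91547094 to 91564007. The log2 difference was 1.74 (standard error 0.25, adjusted p = 2.0e-05) for Ifngr1 and 1.44 (standard error 0.16, adjusted p = 1.5e-06) for Ifngr2, from limma. Single LLC libraries ranged from 10.0 to 21.3 FPKM for Ifngr1 and single CMT167 libraries from 36.5 to 70.8 FPKM, without overlap. For each gene an exact permutation test of the difference in mean FPKM gave p = 0.036. That is the p-value of the favored direction doubled to count both directions, and the smallest p such doubling allows for 3 libraries against 5. The differences in response from in vitro to in vivo were -0.22 (adjusted p = 0.62) for Ifngr1 and -0.32 (adjusted p = 0.27) for Ifngr2, and neither passed.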

Because LLC and CMT167 cells both express *Ifngr1* and *Ifngr2* via RNA-Seq (Fig S2A and B), we confirmed their expression by immunoblot (Fig S2C). Next, to determine how responsiveness to IFNγ affects tumor growth and response to checkpoint inhibitors, *Ifngr1* was silenced in CMT167 cells using two separate shRNAs against murine *Ifngr1* and a nontargeting control vector. Expression of *Ifngr1* was decreased by ∼80% with both shRNA constructs (CMT-sh68sc3 and CMT-sh69sc2) compared with the nontargeting control (CMT-NT) cell line (Figs 3A and S2D). Importantly, both shRNA knockdowns had decreased induction of p-STAT1 in response to IFNγ stimulation (Fig 3B) and decreased induction of downstream IFN response genes (*Cxcl9, Cxcl10, Cd274, Ciita,* and *Socs1*) (Figs 3C–F and S2E–I).

**Figure S2.**
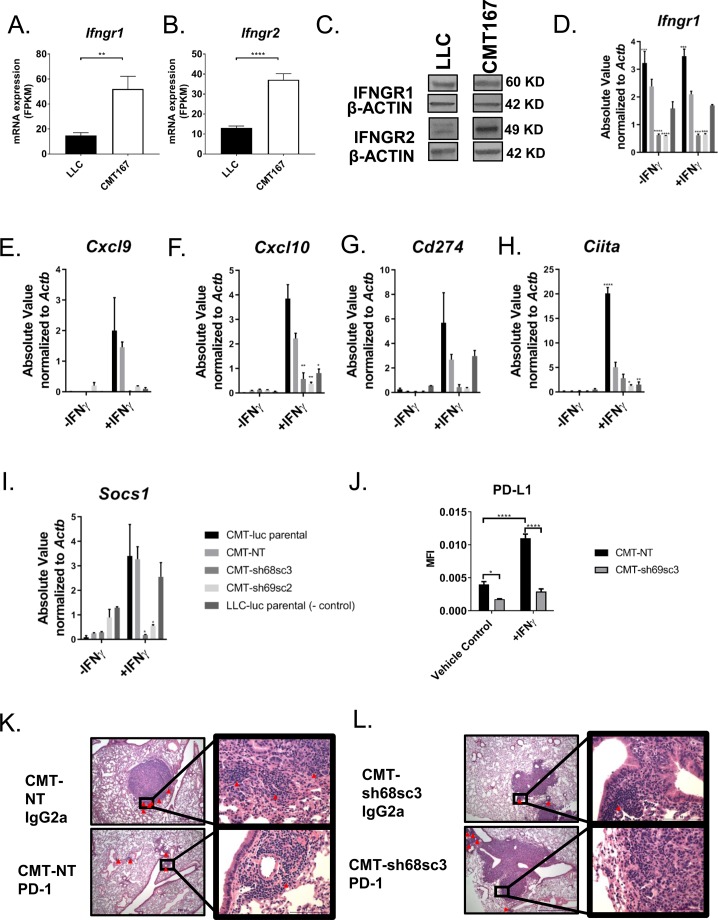
Silencing *Ifngr1* in the CMT167 line confers decreased response to IFNγ in vitro and in vivo. **(A, B)** In vitro mRNA expression of (A) *Ifngr1* and (B) *Ifngr2* in FPKM as assessed by RNA-Seq. **(C)** Immunoblots of IFNGR1 and IFNGR2 expression relative to β-ACTIN levels in LLC and CMT167 cells in vitro. **(D–I)** Full data sets for mRNA expression are shown for (D) *Ifngr1*, (E) *Cxcl9*, (F) *Cxcl10*, (G) *Cd274*, (H) *Ciita*, and (I) *Socs1* after ±10 ng/ml IFNγ for 24 h. Statistics compare cells lines treated with IFNγ relative to the CMT-NT cell line. **(J)** PD-L1 protein expression (MFI) of CMT-NT versus CMT-sh68sc3 cells in vitro by flow cytometry after ±10 ng/ml IFNγ treatment for 72 h. Statistics compare all groups. **(K, L)** Representative images of H&E staining of tumors from the following experimental conditions: (K) CMT-NT IgG2a and CMT-NT PD-1 and (L) CMT-sh68sc3 IgG2a and CMT-sh68sc3 PD-1 (scale bars: 100 μm and magnified to 10 μm). Tumors are dense and stain dark purple relative to adjacent normal lung tissue. Red arrows mark lymphocyte nests. Error bars represent the mean of the data ± SEM after a *t* test (S2A, B) or a two-way ANOVA (D–J) (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). Source data are available for this figure.

Source Data for Figure S2

**Figure 3.**
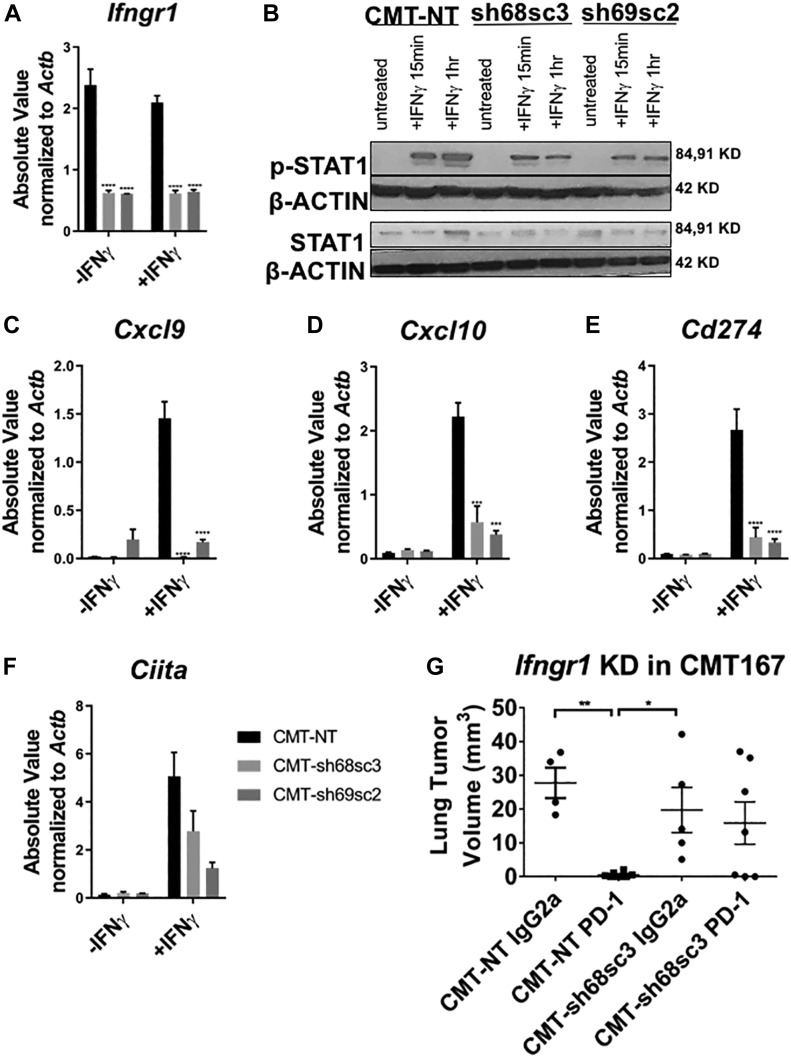
Silencing *Ifngr1* in the CMT167 line confers decreased response to IFNγ in vitro and in vivo. Two separate shRNAs targeting *Ifngr1* (CMT-sh68 and CMT-sh69) and a nontargeting control vector (CMT-NT) were transduced into CMT167 cells expressing luciferase. CMT167 cells were then screened for functional and stable knockdown of *Ifngr1* after 10 d of puromycin selection and subcloning of shRNA pools (CMT-sh68sc3 and CMT-sh69sc2). The cells were treated with ±10 ng/ml IFNγ for 24 h followed by isolation of RNA and qRT-PCR. **(A)** mRNA levels of (A) *Ifngr1* was assessed for knockdown of shRNA subclones relative to the CMT-NT cell line. **(B)** Immunoblots showing p-STAT1, total STAT1, and β-ACTIN levels of the CMT-NT, CMT-sh68sc3, and CMT-sh69sc2 cell lines ± IFNγ after 15 min or 1 h in vitro. **(C–F)** mRNA expression of downstream IFNγ response genes (C) *Cxcl9*, (D) *Cxcl10*, (E) *Cd274*, and (F) *Ciita* are shown as absolute values (SQ values) normalized to the housekeeping gene *Actb* after ±10 ng/ml IFNγ treatment for 24 h. Statistics compare the CMT-NT cell line to other cell lines with IFNγ treatment. CMT-NT or CMT-sh68sc3 cells were orthotopically injected into the lungs of syngeneic mice, established for 7 d, then were treated with either an isotype control antibody (IgG2a) or an anti–PD-1 antibody for 3 wk followed by terminal euthanization at 4 wk post tumor cell injection. **(G)** Primary tumor volume was assessed using digital calipers. Error bars represent the mean of the data ± SEM after a two-way ANOVA (A, C–F) or a one-way ANOVA (G) (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). Source data are available for this figure.

Source Data for Figure 3

We selected one knockdown, CMT-sh68sc3, for in vivo studies and validated that PD-L1 protein expression was decreased in these cells in vitro (Fig S2J). Equal numbers of CMT-sh68sc3 or CMT-NT cells were implanted into the lungs of syngeneic WT mice, were then treated with either a control IgG2a antibody or an antibody targeting PD-1, starting 7 d post tumor cell injection. After 4 wk, we found that CMT-NT tumors treated with anti–PD-1 were almost completely eliminated similar to the published CMT167 parental line (Fig 3G) (Li et al, 2017). However, treatment of CMT-sh68sc3 *Ifngr1* KD tumors with anti–PD-1 had no significant effect on tumor size (Fig 3G). We previously reported anti–PD-1 treatment of CMT167 tumors results in nests of infiltrating T cells associated with tumor elimination (Li et al, 2017). Although we observed similar patterns of T cell infiltration in CMT-NT tumors with anti–PD-1 treatment, this was not observed in the CMT-sh68sc3 tumors (Fig S2K and L). These data indicate that the IFNγ responsiveness of CMT167 cells is critical for their response to immunotherapy, although we cannot completely rule out off-target shRNA effects.

### Silencing *Socs1* in the LLC line confers increased response to IFNγ in vitro

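Negative regulators of JAK/STAT signaling went both ways between the lines in culture. Pias2, an inhibitor of activated STAT proteins, averaged 31.8 ± 7.66 (SD, n = 5) FPKM in LLC and 1.23 ± 0.183 (SD, n = 3) FPKM in CMT167. Ptpn6, a phosphatase that dampens JAK signaling, averaged 6.72 ± 0.928 FPKM in LLC and 1.33 ± 0.397 FPKM in CMT167. Cish and Socs2, members of the SOCS family induced by STAT5, were higher in CMT167, at 3.39 ± 0.978 and 5.47 ± 1.27 FPKM against 0.0739 ± 0.024 and 0.722 ± 0.304 FPKM in LLC. Ptpn2, a phosphatase that acts on JAK1 and STAT1, averaged 41.6 ± 17.2 FPKM in LLC and 20.8 ± 2.63 FPKM in CMT167.

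Of 22 tested negative regulators, 7 were higher in CMT167 than in LLC in vitro, 6 were lower and 9 did not pass, with 7 higher and 6 lower adjusted over the list alone. The log2 differences were -3.85 (standard error 0.19, adjusted p = 3.2e-11) for Pias2, -1.73 for Ptpn6, 2.01 for Cish and 1.91 for Socs2. The list had a median of 0.29, a mean of -0.03 of the opposite sign, and did not pass (adjusted p = 0.93 from camera). The difference in Ptpn2, -0.87 (adjusted p = 0.016), was -0.18 (adjusted p = 0.44) with only libraries 4 and 5 of LLC in vitro. It did not pass without CMT167 in vitro replicate 1 (-0.79, adjusted p = 0.056) or replicate 3. IFNγ response genes themselves had 7 higher, 6 lower and 44 not past the test (6 higher and 3 lower adjusted over the list alone), a median of 0.00 and adjusted p = 0.93 from camera. Tap2, a peptide transporter subunit, was lower in CMT167, at a log2 difference of -2.53, while Icam1 was higher by 3.55 and H2-T23, a nonclassical MHC class I gene, by 2.93. The receptor and JAK/STAT list had 5 higher, 1 lower and 3 not past the test (5 higher and 2 lower adjusted over the list alone), a median of 0.93 and adjusted p = 0.34 from camera. Jak2 averaged 31.9 ± 6.27 FPKM in CMT167 and 4.99 ± 1.58 FPKM in LLC. The test counted 6577 genes as different between the lines in vitro.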

Because the lack of an IFNγ response in LLC cells is not due to lack of receptor expression (Fig S2A and B), we examined differences in expression of putative regulators of the IFNγ pathway between the responsive CMT167 and unresponsive LLC cell lines. We determined that at baseline, LLC cells expressed markedly higher levels of *Socs1*, or suppressor of cytokine signaling 1, which is a critical negative regulator of interferon signaling via RNA-Seq (Fig 4A) (Beaurivage et al, 2016; Liau et al, 2018). 

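Socs1 averaged 8.03 ± 2.26 (SD, n = 5) FPKM in LLC cells in culture and 0.554 ± 0.53 (SD, n = 3) FPKM in CMT167 cells, so that the LLC mean was 14.5 times the CMT167 mean. Without CMT167 in vitro replicate 1 the CMT167 mean was 0.254 FPKM and the ratio 31.6. It lies on chromosome 16 of mm10 from 10783809 to 10785536. Single LLC libraries ranged from 6.16 to 11.2 FPKM and single CMT167 libraries from 0.147 to 1.15 FPKM. The log2 difference of CMT167 from LLC was -2.56 (standard error 0.30, adjusted p = 2.1e-06). The exact permutation test of the difference in mean FPKM gave p = 0.036, counting both directions, again the smallest it can give.

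From in vitro to in vivo, Socs1, itself a target of STAT1, rose in CMT167 to 16.5 ± 2.16 (SD, n = 3) FPKM, a log2 change of 3.54 (adjusted p = 2.1e-07). In LLC it averaged 11.7 ± 5.51 (SD, n = 5) FPKM in vivo, a log2 change of 0.44 that did not pass (adjusted p = 0.17). The difference between these changes was 3.10 (adjusted p = 2.7e-05). In vivo the lines differed by 0.54, which did not pass (adjusted p = 0.15) except without LLC in vivo replicate 3 (0.76, adjusted p = 0.021) or with array weights. Array weights also let the LLC change pass. In passaged cells Socs1 averaged 0.695 ± 0.229 (SD, n = 3) FPKM in CMT167 and 6.59 ± 1.76 (SD, n = 5) FPKM in LLC.

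**Figure D3:**
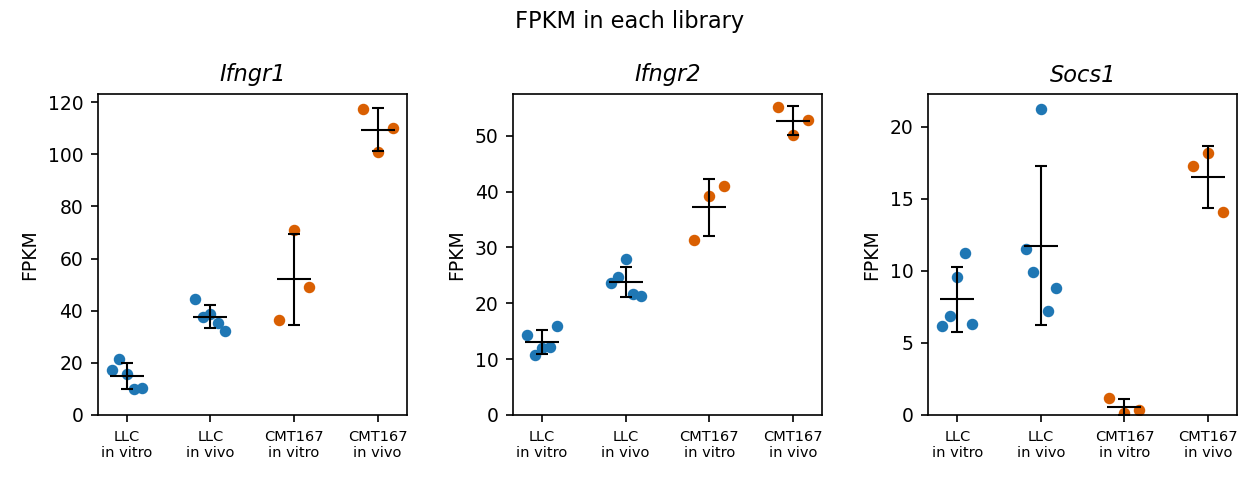
FPKM of Ifngr1, Ifngr2 and Socs1 in each in vitro and in vivo library of LLC (n = 5 per condition) and CMT167 (n = 3 per condition). Points are libraries and bars show the mean and SD. In vitro, Ifngr1 and Ifngr2 are higher in CMT167, and Socs1 is higher in LLC, at 8.03 against 0.554 FPKM on average.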

We confirmed that LLC cells expressed higher levels of SOCS1 protein relative to CMT167 cells in vitro under control conditions or after stimulation with IFNγ (Fig 4B). These data led us to hypothesize that high baseline levels of SOCS1 mediate at least in part the unresponsiveness of LLC cells to IFNγ. Thus, silencing *Socs1* should increase LLC cells’ response to IFNγ in vitro and potentially alter their response to checkpoint inhibitors in vivo.

**Figure 4.**
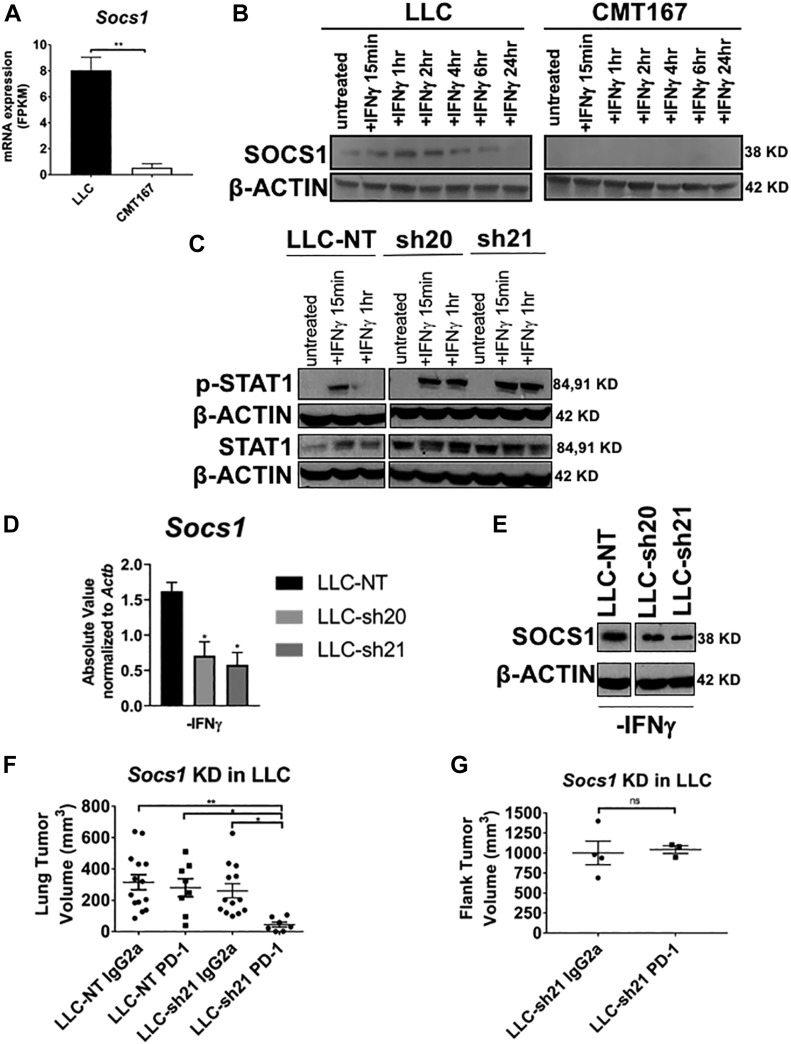
Silencing *Socs1* in the LLC line confers increased response to IFNγ in vitro and in vivo. **(A)** In vitro mRNA expression of *Socs1* in FPKM as assessed by RNA-Seq in LLC and CMT167 cells. **(B)** Immunoblots of LLC or CMT167 cells treated with ±10 ng/ml IFNγ in vitro for a time course ranging from 15 min to 24 h, showing SOCS1 expression relative to the housekeeping gene β-ACTIN. Two separate shRNAs targeting *Socs1* (LLC-sh20 and LLC-sh21) and a nontargeting control vector (LLC-NT) were transduced into LLC cells expressing luciferase. LLC cells were then screened for functional and stable knockdown of *Socs1* after 10 d of puromycin selection. **(C)** Immunoblots showing p-STAT1, total STAT1, and β-ACTIN levels of the LLC-NT, LLC-sh20, and LLC-sh21 cell lines ± IFNγ at 15 min or 1 h in vitro*.* **(D)** mRNA expression of *Socs1* via qRT-PCR shown as absolute values (SQ values) normalized to the housekeeping gene *Actb*. Statistics compare the LLC-NT line to the knockdown cell lines. **(E)** Immunoblot for SOCS1 relative to β-ACTIN protein levels in the LLC-NT, LLC-sh20, and LLC-sh21 cell lines in vitro at baseline. LLC-NT or LLC-sh21 cells were orthotopically injected into the lungs of syngeneic mice, established for 7 d, then were treated with either an isotype control antibody (IgG2a) or an anti–PD-1 antibody for 2 wk followed by terminal euthanization at 3 wk post tumor cell injection. **(F)** Primary tumor volume of lung tumors was assessed using digital calipers. LLC-sh21 cells were injected into the flanks of syngeneic mice, established for 7 d, then were treated as in (F). **(G)** Primary tumor volume of subcutaneous tumors (Flank) was also assessed with digital calipers. Error bars represent the mean of the data ± SEM after a *t* test (A, G) or a one-way ANOVA (D, F) (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). Source data are available for this figure.

Source Data for Figure 4

*Socs1* expression in LLC cells was silenced using two separate shRNAs and a nontargeting control construct (LLC-sh20, LLC-sh21, and LLC-NT). As anticipated, both knockdowns exhibited enhanced STAT1 signaling at early and late time points after IFNγ treatment as determined by expression of p-STAT1 compared with LLC-NT cells (Figs 4C and S3A). In addition, knockdown variants had decreased *Socs1* mRNA and protein expression (Figs 4D and E, and S3B), whereas levels of *Ifngr1* were unchanged (Fig S3C). Compared with LLC-NT cells, we found that induction of multiple downstream IFNγ response genes (*Cxcl9, Cxcl10, Cd274, and Ciita)* was enhanced in both knockdowns (Fig S3D–G). We chose LLC-sh21 cells for further studies and validated that upon IFNγ stimulation, they had increased protein expression of CXCL9, CXCL10, PD-L1, MHC Class II, H2-D, and H2-K in vitro relative to LLC-NT cells. Induction of these genes by IFNγ was completely inhibited by Ruxolitinib in the LLC-sh21 cells, indicating JAK/STAT–dependent mechanisms (Fig S4A–F). These data collectively indicate that LLC cells are refractory to IFNγ signaling because of high basal levels of SOCS1. In addition, *Socs1* knockdown in LLC cells sensitizes them to IFNγ by increasing the magnitude and duration of JAK/STAT signaling.

**Figure S3.**
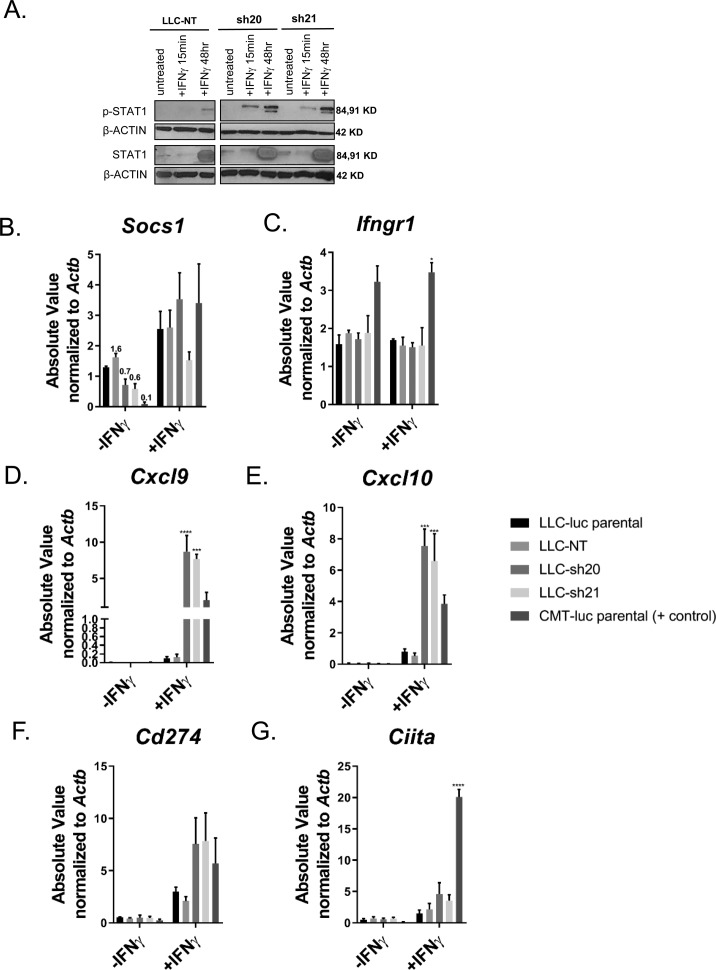
Silencing *Socs1* in the LLC line confers increased response to IFNγ in vitro. Two separate shRNAs targeting *Socs1* (LLC-sh20 and LLC-sh21) and a nontargeting control vector (LLC-NT) were transduced into LLC cells expressing luciferase. LLC cells were then screened for functional and stable knockdown of Socs1 after 10 d of puromycin selection. **(A)** Immunoblots showing p-STAT1, total STAT1, and β-ACTIN levels of the LLC-NT, LLC-sh20, and LLC-sh21 cell lines ±100 ng/ml IFNγ after 15 min or 48 h in vitro. The cells were treated with ± 10 ng/ml IFNγ for 24 h followed by isolation of RNA and qRT-PCR. **(B–G)** mRNA levels of (B) *Socs1*, (C) *Ifngr1,* and downstream IFNγ response genes (D) *Cxcl9*, (E) *Cxcl10*, (F) *Cd274*, and (G) *Ciita* are shown as absolute values (SQ values) normalized to the housekeeping gene *Actb* from full data sets. Statistics compare the LLC-NT line with other cell lines with IFNγ treatment. Error bars represent the mean of the data ± SEM (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001) after a two-way ANOVA (B–G). Source data are available for this figure.

Source Data for Figure S3

**Figure S4.**
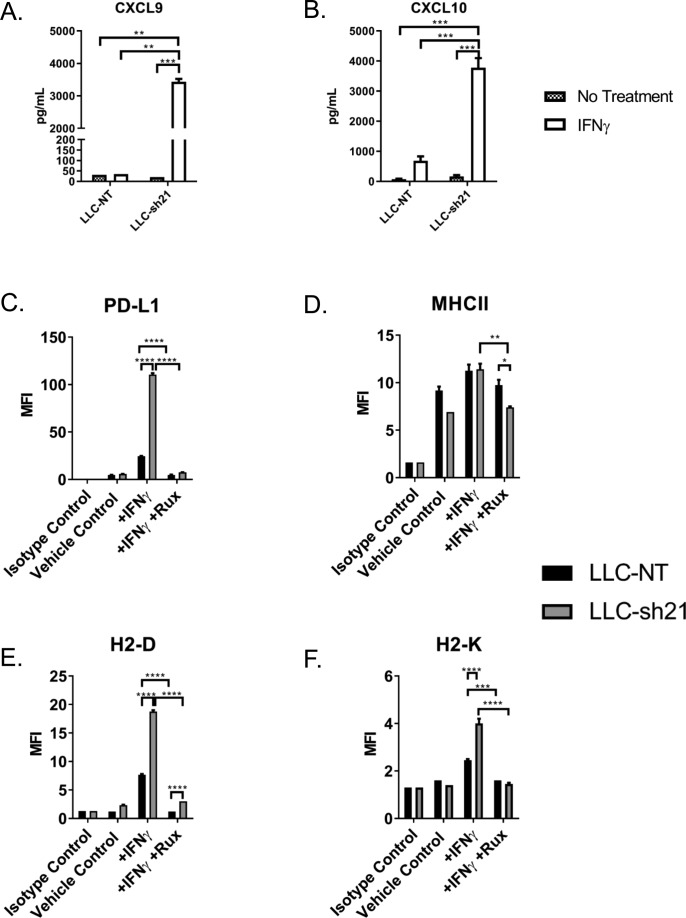
Silencing *Socs1* in the LLC line confers increased response to IFNγ in vitro by protein. LLC-NT or LLC-sh21 cells were treated ±100 ng/ml IFNγ for 48 h. **(A, B)** Conditioned media from cells plated at equal confluency was measured for (A) CXCL9 and (B) CXCL10 protein via ELISA comparing the LLC-NT line to LLC-sh21 cells in vitro. **(C–F)** Statistics compare all groups. Protein expression (MFI) by flow cytometry was assessed for (C) PD-L1, (D) MHCII, (E) H2-D, and (F) H2-K ±100 ng/ml IFNγ and ± 1 μM ruxolitinib treatment for 48 h. Statistics compare IFNγ treated cells alone with IFNγ or in combination with ruxolitinib. Error bars represent the mean of the data ± SEM (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001) after a two-way ANOVA (A–F).

### *Socs1* KD tumors show enhanced response to anti–PD-1 therapy

To determine if altering the sensitivity of LLC cells to IFNγ affects tumor growth in vivo and responsiveness to anti–PD-1, we implanted equal numbers of LLC-NT or LLC-sh21 cells into the lungs of syngeneic WT mice. Tumors were allowed to establish for 1 wk and were then treated with either an anti–PD-1 antibody or an isotype control antibody (IgG2a) for 2 wk (as above). Similar to the parental LLC line as previously published (Li et al, 2017), there was no significant difference in primary tumor volume between the LLC-NT tumors treated with anti–PD-1 or isotype control after 3 wk (Fig 4F). However, in mice harboring LLC-sh21 tumors, treatment with the anti–PD-1 antibody decreased primary tumor volume by more than 80%, a statistically significant difference compared with all the other experimental groups (Fig 4F). To determine if these effects were specific to the lung TME, we analyzed the response of LLC-sh21 cells implanted subcutaneously to anti–PD-1 therapy. Unlike what was observed in orthotopic lung tumors, subcutaneous LLC-sh21 tumors were resistant to anti–PD-1 therapy (Fig 4G). This is similar to our previous data showing that the sensitivity of CMT167 tumors to anti–PD-1 therapy was specific to tumors implanted into the lung, whereas identical cells implanted subcutaneously were resistant (Li et al, 2017). These data suggest enhanced responsiveness of LLC tumors to anti–PD-1 is dependent on critical features of the lung TME that are absent in subcutaneous models.

### *Socs1* KD tumors show alterations in multiple populations

To define changes in the TME, which are dependent on the IFNγ-responsiveness of the LLC cells, we used mass cytometry (CyTOF) to characterize both CD45^+^ and CD45^−^ populations from LLC-NT and LLC-sh21 tumors before treatment with anti–PD-1 using a panel of 39 different antibodies. Three independent isolations using three mice/isolation were analyzed. There were no significant differences in tumor size between LLC-NT and LLC-sh21 at this time point (Fig S5A). Using the PhenoGraph algorithm, which allows unbiased clustering of events based on cellular distribution and phenotype, we identified 35 distinct clusters in the naïve, LLC-NT, and LLC-sh21 experimental conditions (Table S3) (Levine et al, 2015). Fig 5A depicts the tSNE plot for all samples, with clusters colored by phenotype. Phenotypes were defined based on the expression level of cellular markers (parameters) (Figs S5B and S6). No significant differences were noted between experimental replicates (Fig S5C).

Table S3 Cluster identification via PhenoGraph in naive (no tumor), LLC-NT tumors, and LLC-sh21 tumors*.* LLC-NT or LLC-sh21 cells were orthotopically injected into the left lung lobes of mice and established primary tumors. After 2 wk of tumor growth with no treatment, the mice were euthanized and their tumor-bearing lung lobes were isolated. Single-cell suspensions were made from tumor-bearing lung lobes or naïve lungs. Naive biological replicates each contained lungs isolated from one mouse (three mice/three replicates total). LLC-NT and LLC-sh21 biological replicates each contained tumor-bearing lungs from three pooled mice (nine mice/three replicates total; three mice/replicate). Single-cell suspensions were then stained with a 39-antibody panel and analyzed on the Helios mass cytometer. PhenoGraph-defined cellular distribution and clustering lead to the identification of 35 unique clusters that differ in median expression of each cellular marker. If greater than or equal to the mean expression for that marker (column), the cells are highlighted in yellow. Highlighted cells represent clusters that are positive for each marker.

**Figure S5.**
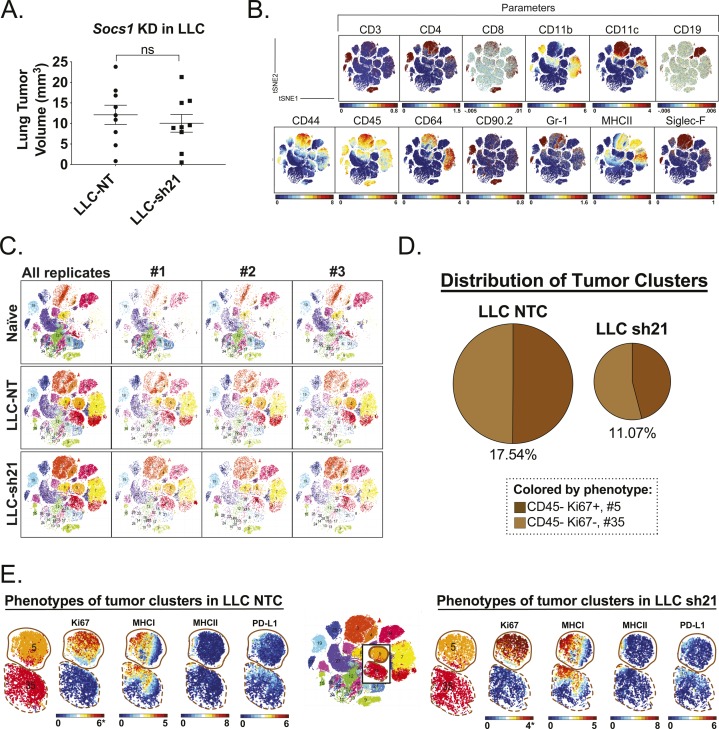
*Socs1* KD tumors show alterations in multiple populations. LLC-NT or LLC-sh21 cells were orthotopically injected into the left lung lobes of mice and established primary tumors. After 2 wk of tumor growth with no treatment, mice were euthanized and their tumor-bearing lung lobes were isolated. Single-cell suspensions were made from tumor-bearing lung lobes or naive lungs. Naive biological replicates each contained lungs isolated from one mouse (three mice/three replicates total). LLC-NT and LLC-sh21 biological replicates each contained tumor-bearing lungs from three pooled mice (nine mice/three replicates total; three mice/replicate). Single-cell suspensions were then stained with a 39-antibody panel and analyzed on the Helios mass cytometer. Data show all viable single cells, subjected to the PhenoGraph algorithm. **(A)** Primary tumor volume was assessed by digital calipers. **(B)** PhenoGraph-based visualization on a tSNE plot, colored according to the expression of the cellular markers (parameters): CD3, CD4, CD8, CD11b, CD11c, CD19, CD44, CD45, CD64, CD90.2, Gr-1, MHC-II, and Siglec-F. **(C)** PhenoGraph-defined cellular distribution and clustering, as defined by tSNE1 and tSNE2, colored by cluster ID for all experimental groups and replicates. **(D)** Pie charts show the abundance of all clusters containing cancer cells (clusters #5 and #35) identified as CD45^−^and missing in naïve samples. **(E)** Cancer cell clusters in LLC-NT samples or LLC-sh21 samples colored according to Ki67, MHCI, MHCII, and PD-L1.

**Figure 5.**
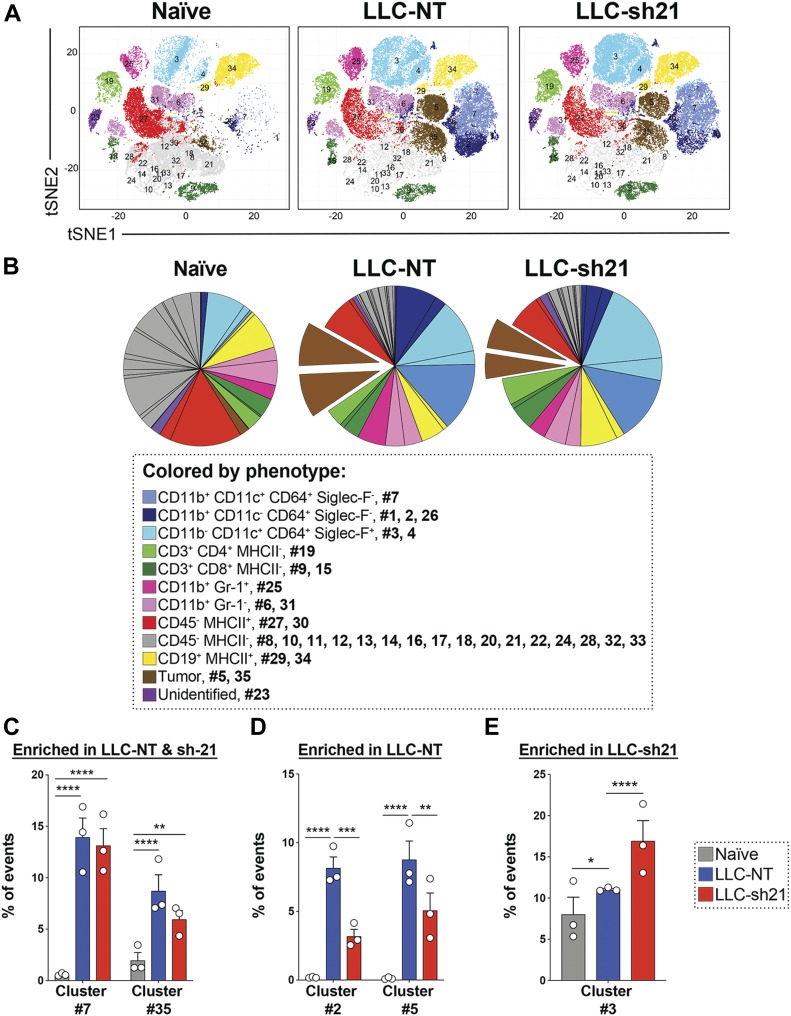
*Socs1* KD tumors show alterations in multiple populations. LLC-NT or LLC-sh21 cells were orthotopically injected into the left lung lobes of mice and established primary tumors. After 2 wk of tumor growth with no treatment, the mice were euthanized and their tumor-bearing lung lobes were isolated. Single-cell suspensions were made from tumor-bearing lung lobes or naïve lungs. Naïve biological replicates each contained lungs isolated from one mouse (three mice/three replicates total). LLC-NT and LLC-sh21 biological replicates each contained tumor-bearing lungs from three pooled mice (nine mice/three replicates total; three mice/replicate). Single-cell suspensions were then stained with a 39-antibody panel and analyzed on the Helios mass cytometer. Data show all viable single cells, subjected to the PhenoGraph algorithm. **(A)** PhenoGraph-defined cellular distribution and clustering, as defined by tSNE1 and tSNE2, colored by phenotypic designation (legend provided in panel B) for all treatment conditions where all replicates per experimental condition are combined. **(B)** Pie charts show all 35 clusters colored by their phenotypic designations for all experimental conditions with numbers indicating which PhenoGraph-defined clusters were present in each phenotypic designation. **(C–E)** Clusters identified as statistically significant are shown as preferentially enriched in (C) both the LLC-NT and LLC-sh21 tumor samples, (D) LLC-NT samples alone, or (E) LLC-sh21 samples alone. Error bars represent the mean of the data ± SEM after a two-way ANOVA (C–E) (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001).

**Figure S6.**
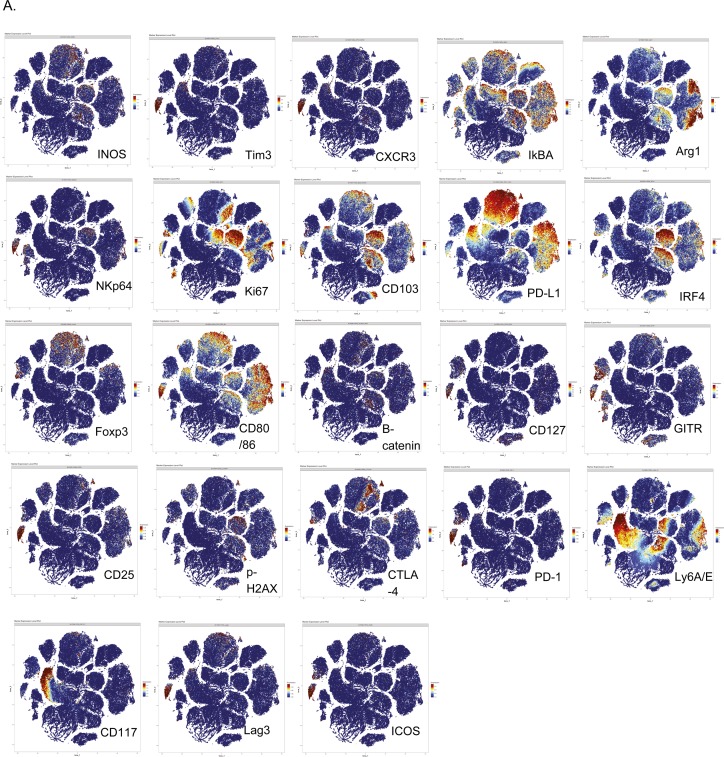
PhenoGraph-based visualization on tSNE plots. LLC-NT or LLC-sh21 cells were orthotopically injected into the left lung lobes of mice and established primary tumors. After 2 wk of tumor growth with no treatment, the mice were euthanized and their tumor-bearing lung lobes were isolated. Single-cell suspensions were made from tumor-bearing lung lobes or naive lungs. Naive biological replicates each contained lungs isolated from one mouse (three mice/three replicates total). LLC-NT and LLC-sh21 biological replicates each contained tumor-bearing lungs from three pooled mice (nine mice/three replicates total; three mice/replicate). Single-cell suspensions were then stained with a 39-antibody panel and analyzed on the Helios mass cytometer. Data show all viable single cells, subjected to the PhenoGraph algorithm. **(A)** PhenoGraph-based visualization on a tSNE plot, colored according to the expression of the cellular markers (parameters) not included in Fig S5: INOS, Tim3, CXCR3, IkBA, Arg1, NKp64, Ki67, CD103, PD-L1, IRF4, Foxp3, CD80/86, B-catenin, CD127, GITR, CD25, p-H2AX, CTLA-4, PD-1, Ly6A/E, CD117, Lag3, and ICOS.

Fig 5B shows these data as percentages in pie graph format. Because cancer cells do not express a unique cell surface marker, we defined them as CD45^−^ cells that were absent in samples from naive mice and highly enriched in the LLC-NT and LLC-sh21 tumor-containing samples (Fig 5C). Further examination of cancer cell clusters revealed two cancer clusters present in both LLC-NT and LLC-sh21 tumors that were defined by differential Ki67 expression (Cluster #5, Ki67^+^; Cluster #35, Ki67^−^) (Fig S5D). Interestingly, we observed a reduction in the percentage of events that were cancer cells in LLC-sh21 compared with LLC-NT (17.54% LLC-NT to 11.07% LLC-sh21) replicates as well as a decreased frequency of Ki67^+^ proliferating cancer cells in LLC-sh21 versus LLC-NT replicates (Figs 5D and S5D, and E). Both LLC-NT and LLC-sh21 cancer cells expressed MHC class I but had low levels of MHC class II expression, suggesting selective interactions with CD8^+^, but not CD4^+^ T cells (Fig S5E). Interestingly, PD-L1 expression was not high on cancer cell clusters in either the LLC-NT or LLC-sh21 groups, indicating that although LLC-sh21 cells induce PD-L1 expression in vitro after IFNγ treatment (Figs S3F and S4C), this is not reflected in vivo (Fig S5E).

In addition to populations of cancer cells, we examined differences in immune cell populations between LLC-NT and LLC-sh21 tumors by examining CD45^+^ cells. We have previously profiled macrophage populations in LLC tumors using conventional flow cytometry (Poczobutt et al, 2016a). We found that a population of recruited macrophages, defined as CD11b^+^/CD11c^+^/CD64^+^/SiglecF^−^ macrophages (cluster #7), was enriched in tumor-bearing lungs (LLC-NT and LLC-sh21) relative to naive lungs (Fig 5C). In addition, a population of recruited monocytes, defined as CD11b^+^/CD11c^−^/CD64^+^/SiglecF^−^ monocytes (cluster #2), was selectively enriched in LLC-NT tumors relative to LLC-sh21 tumors or naive lungs (Fig 5D). Conversely, a subset of alveolar macrophages defined as CD11b^−^/CD11c^+^/CD64^+^/SiglecF^+^ macrophages (cluster #3), was enriched in LLC-sh21 tumors compared with LLC-NT or naive lungs (Fig 5E). Although not enriched to a significant degree, we also detected increased CD8^+^ and CD4^+^ T cells in LLC-sh21 tumors versus LLC-NT tumors (Fig 5A and B).

Because we observed low levels of PD-L1 on both LLC-NT and LLC-sh21 cancer cells in vivo, we wanted to determine if expression of PD-L1 on non-cancer cells was altered in mice implanted with LLC-sh21 *Socs1*-KD cancer cells (Li et al, 2017). Although the overall frequency of CD64^+^ myeloid cells was comparable between LLC-NT and LLC-sh21 tumors, the relative distribution of macrophages expressing variable PD-L1 levels was altered (Fig 6A and B). Recruited monocytes (cluster #2: CD11b^+^/CD11c^−^/CD64^+^/SiglecF^−^ cells) had low levels of PD-L1 expression and were less abundant in LLC-sh21 tumors compared with LLC-NT tumors (Fig 6A–C) (Poczobutt et al, 2016a). Recruited macrophages (cluster #7: CD11b^+^/CD11c^+^/CD64^+^/SiglecF^−^ cells), which express intermediate levels of PD-L1, were unchanged (Fig 6A, B, and D). Resident alveolar macrophages (clusters #3 and #4: CD11b^−^/CD11c^+^/CD64^+^/SiglecF^+^ cells), which have the highest level of expression of PD-L1 relative to the other macrophage subsets, were increased in LLC-sh21 tumors (Fig 6A, B, and E). These data collectively indicate that there is an increase in PD-L1^hi^ and a reciprocal decrease in PD-L1^lo^ macrophages in LLC-sh21 tumors, which may explain the efficacy of anti–PD-1 on these tumors.

**Figure 6.**
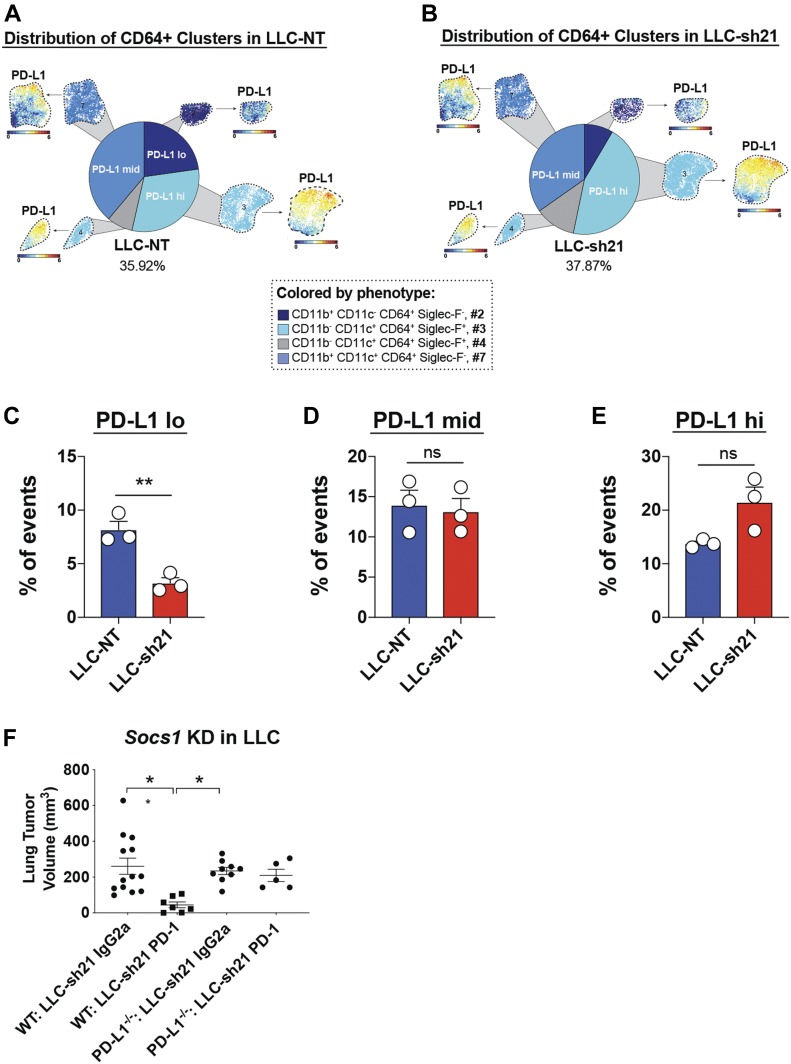
*Socs1* KD tumors have an altered macrophage composition. LLC-NT or LLC-sh21 cells were orthotopically injected into the left lung lobes of mice and established primary tumors. After 2 wk of tumor growth with no treatment, mice were euthanized and their tumor-bearing lung lobes were isolated. Single-cell suspensions were made from tumor-bearing lung lobes or naïve lungs. Naïve biological replicates each contained lungs isolated from one mouse (three mice/three replicates total). LLC-NT and LLC-sh21 biological replicates each contained tumor-bearing lungs from three pooled mice (nine mice/three replicates total; three mice/replicate). Single-cell suspensions were then stained with a 39-antibody panel and analyzed on the Helios mass cytometer. Data show all viable single cells, subjected to the PhenoGraph algorithm. **(A, B)** Pie charts show the relative frequency of cell clusters containing CD64^+^ events (a pan macrophage marker) in (A) LLC-NT or (B) LLC-sh21 tumors. Clusters are colored according to PD-L1 expression. **(C–E)** Pie charts are quantified based on (C) PD-L1 lo (cluster #2), (D) PD-L1 mid (cluster #7), or (E) PD-L1 high (clusters #3 and #4) expression. LLC-sh21 cells were orthotopically injected into the lungs of either WT or PD-L1^−/−^ mice, established for 7 d, then were treated with either an isotype control antibody (IgG2a) or an anti–PD-1 antibody for 2 wk followed by terminal euthanization at 3 wk post tumor cell injection. **(F)** Primary tumor volume was assessed via digital calipers. Error bars represent the mean of the data ± SEM after a *t* test (C–E) or one-way ANOVA (F) (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001).

To determine the importance of PD-L1 expression on cells of the TME versus tumor-intrinsic PD-L1, we compared the response of LLC-sh21 tumors implanted into WT or PD-L1^−/−^ mice to anti–PD-1 treatment. When implanted into PD-L1^−/−^ mice, LLC-sh21 tumors lose their sensitivity to anti–PD-1 (Fig 6F). These results indicate that the PD-L1 expression in the TME is a major determinant of response to anti–PD-1 treatment.

### *Socs1* KD tumors exhibit a more T cell–inflamed phenotype and alterations in macrophage composition

Although not statistically significant by CyTOF, we observed an increase in CD4 and CD8 T cell populations in LLC-sh21 tumors relative to LLC-NT tumors. Because T cells are critical for responses to immune checkpoint inhibitors, we further characterized changes in T cell populations by immunostaining. Representative images from both an LLC-NT and LLC-sh21 tumor harvested at 2 wk without treatment are shown (Figs 7A and B, S7A, and B). Quantification of cells per high-power field (40× magnification) showed that LLC-sh21 tumors had significant increases in CD3^+^ T cells, a pan T cell marker, as well as trending increases in CD8^+^ and CD4^+^ populations relative to LLC-NT tumors (Figs 7C and D, and S7C), consistent with our CyTOF data.

**Figure 7.**
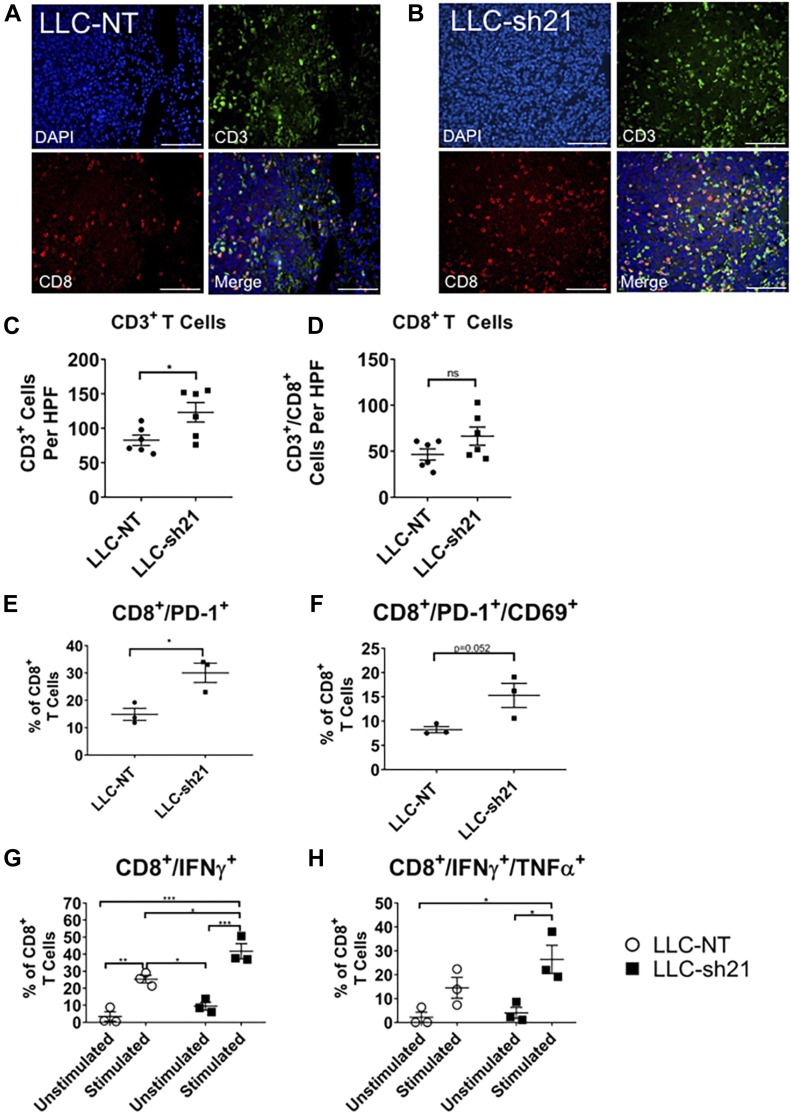
Socs1 KD tumors exhibit a more T cell–inflamed phenotype and increased CD8^+^ T cell activation. LLC-NT or LLC-sh21 cells were orthotopically injected into the left lung lobes of mice and established primary tumors. After 2 wk of tumor growth with no treatment, the mice were euthanized and their tumor-bearing lung lobes were isolated for either flow cytometry or FFPE and T cell staining by immunofluorescence. **(A, B)** Representative images of T cell staining from (A) an LLC-NT tumor or (B) an LLC-sh21 tumor (scale bars: 100 μm), showing CD8^+^ T cell staining. DAPI is shown in blue, CD3 in green, CD8 in red, and a merge of all channels in yellow. **(C, D)** Quantification of CD3^+^ T cells and (D) CD8^+^ T cells per high-power field (HPF) in LLC-NT versus LLC-sh21 tumors. There were six tumors from LLC-NT mice, and six tumors from LLC-sh21 mice. T cell numbers per HPF were averaged over four experiments (six random fields per tumor × four staining experiments = 24 fields averaged/tumor in total). Quantification of T cells was performed by two blinded observers (BB & AN). For flow cytometry, single-cell suspensions were made from tumor-bearing lung lobes. There were three experimental replicates × three tumor-bearing pooled lung lobes, for a total of nine lung lobes per the experimental conditions of “LLC-NT” or “LLC-sh21”. **(E, F)** For the “T Cell Phenotypic Panel,” single-cell suspensions were assessed for the following: (E) the percentage of PD-1–expressing CD8^+^ T cells or (F) double-positive PD-1/CD69–expressing CD8^+^ T cells gated as a percentage of all CD8^+^ T cells. For the “T Cell Stimulation Panel,” single-cell suspensions were stimulated with brefeldin A, monensin, and a cellular stimulation cocktail (PMA/Ionomycin) for 5 h to determine intracellular cytokine production at the time of harvest. Cell suspensions were either unstimulated (treated with brefeldin and monensin alone) or stimulated (treated with brefeldin, monensin, and PMA/Ionomycin). **(G, H)** Single-cell suspensions were assessed for the following: (G) the percentage of single-positive IFNγ-expressing CD8^+^ T cells or (H) double-positive IFNγ/TNFα–expressing CD8^+^ T cells gated as a percentage of all CD8^+^ T cells. Error bars represent the mean of the data ± SEM after a *t* test (C–F) or a two-way ANOVA (G–H) (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001).

**Figure S7.**
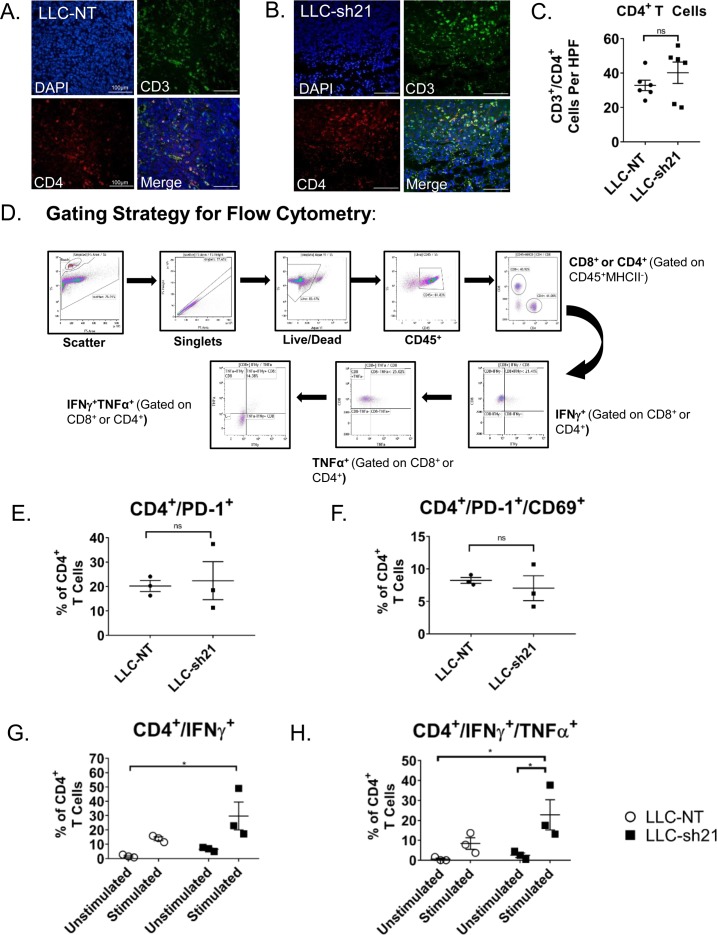
*Socs1* KD tumors exhibit a more T-cell–inflamed phenotype and increased T-cell activation. LLC-NT or LLC-sh21 cells were orthotopically injected into the left lung lobes of mice and established primary tumors. After 2 wk of tumor growth with no treatment, the mice were euthanized and their tumor-bearing lung lobes were isolated for either flow cytometry or FFPE and T-cell staining by immunofluorescence. **(A, B)** Representative images of T-cell staining from an (A) an LLC-NT tumor or (B) an LLC-sh21 tumor (scale bars: 100 μm) showing CD4^+^ T-cell staining. DAPI is shown in blue, CD3 in green, CD4 in red, and a Merge of all channels in yellow. **(C)** Quantification of CD4^+^ T cells and per high-power field (HPF) in LLC-NT versus LLC-sh21 tumors. **(D)** Gating strategy for flow cytometry (Figs 7E–H and S7E–H). Gates were determined based on isotype controls (for IFNγ and TNFα) or single stain controls for Aqua Viability, CD45, MHCII, CD8, or CD4. **(E, F)** Percentage of PD-1 expressing CD4^+^ T cells or (F) double-positive PD-1/CD69 expressing CD4^+^ T cells gated as a percentage of all CD4^+^ T cells. **(G, H)** Percentage of single-positive IFNγ-expressing CD4^+^ T cells or (H) double-positive IFNγ/TNFα–expressing CD4^+^ T cells gated as a percentage of all CD4^+^ T cells. Error bars represent the mean of the data ± SEM after a *t* test (C, E, F) or a two-way ANOVA (G, H) (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001).

Changes in T cells were also analyzed by flow cytometry (Fig S7D). By flow, we observed a significant increase in CD8^+^ T cells expressing PD-1 (Fig 7E) and a trending increase in CD8^+^/PD-1^+^/CD69^+^ T cells in LLC-sh21 versus LLC-NT tumors (Fig 7F), indicating that a significant percentage of PD-1 expressing CD8^+^ T cells had recently seen antigen. These changes were not observed in CD4^+^ T cells (Fig S7E and F) Upon cellular stimulation with PMA/Ionomycin in the presence of Golgi inhibitors, we detected significant increases in IFNγ-positive and IFNγ/TNFα double-positive CD8^+^ T cells in LLC-sh21 tumors versus LLC-NT tumors (Fig 7G and H) indicating more cytotoxic and antitumor capacities. Similar increases were observed in CD4^+^ T cells, although these were not statistically significant (Fig S7G and H). These data indicate that LLC-sh21 tumors at baseline, before anti–PD-1 therapy, have greater CD8^+^ T cell activation and by extension, recognition of tumor cells than LLC-NT tumors.

### *Socs1* KD tumors have elevated levels of Cxcl9

Because we observed increased tumor-infiltrating T cells in LLC-sh21 *Socs1* KD tumors, as well as increased CD8^+^ T cell activation, we sought to identify cancer cell–intrinsic factors that could mediate these effects. We, therefore, recovered LLC-NT and LLC-sh21 cancer cells implanted into GFP-expressing transgenic mice and compared gene expression profiles with the respective cancer cells grown in vitro using RNA-Seq (as in Fig 1A with parental LLC and CMT167 cells). These data showed that *Socs1* expression was decreased by ∼60% in LLC-sh21 compared with LLC-NT cancer cells in vivo, confirming that these cells were still silenced for *Socs1* (Table S4). We identified 44 genes that were differentially expressed between the LLC-NT and LLC-sh21 cells in vivo (Table S4) that met our strict q-value criteria of q < 0.05. Of interest, expression of *Cxcl9* as well as three MHC Class I genes (*H2k1*, *H2q1*, and *H2q4*) was increased in LLC-sh21 cells in vivo compared with the LLC-NT cells (Fig 8A and Table S4). We confirmed changes in *Cxcl9* by in situ hybridization looking at the tumor edge, where many infiltrating immune cells can be found, versus the middle of tumors, where it is more difficult for these cells to infiltrate (Fig 8B). Relative to tumor sections stained with a negative control probe, dapB (Fig 8C), or a normal adjacent lung stained with a probe for murine *Cxcl9* (another negative control), (Fig 8C) four separate LLC-NT or LLC-sh21 tumors stained positive for *Cxcl9* (Fig 8D and E). Interestingly, there was much higher *Cxcl9* staining in three of four LLC-sh21 tumors, particularly around the tumor edge compared with LLC-NT tumors. Although we do not exclude other potential tumor-intrinsic mechanisms, the increased levels of *Cxcl9* within and around LLC-sh21 tumors would allow for increased T cell infiltration and trafficking into tumors.

Table S4 Differential gene expression between LLC-NT and LLC-sh21 in vivo. LLC-NT or LLC-sh21 cells were orthotopically injected into the left lung lobe of transgenic GFP-expressing C57BL/6J mice and were grown for 3 wk. Tumor-bearing lung lobes were isolated and made into single-cell suspensions containing both GFP-positive (host cells) and GFP-negative (cancer cells). First, RNA was isolated from identical cancer cells grown in passage (in vitro condition). Second, RNA was isolated from recovered GFP-negative cancer cells (isolated via FACS-in vivo condition). Third, RNA was run for RNA-Seq from both conditions. Both the LLC-NT and LLC-sh21 conditions had three experimental replicates per in vitro and in vivo conditions with five tumor-bearing lung lobes pooled per in vivo experimental replicate (15 mice used total). Table showing the top 44 differentially expressed genes between the in vivo LLC-NT or LLC-sh21 cancer cells (GFP-negative cells only). Genes that met a strict q < 0.05 criteria are highlighted, as well as *Socs1.*

**Figure 8.**
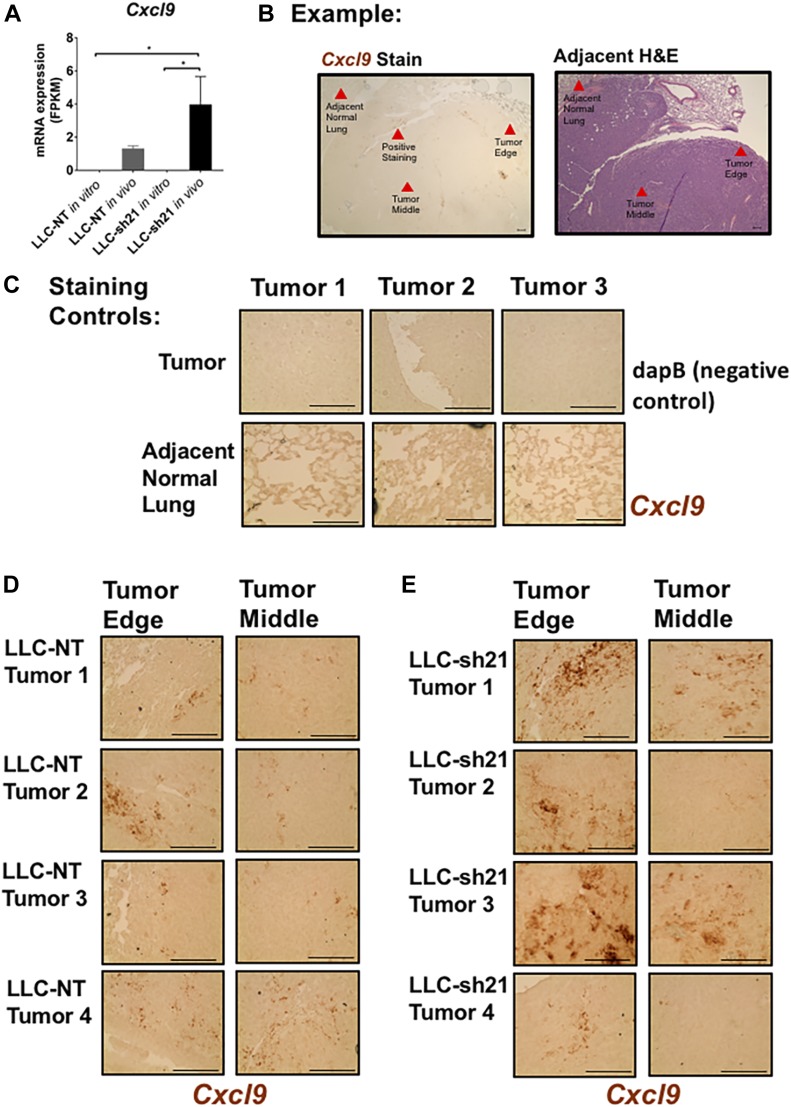
*Socs1* KD tumors have elevated levels of *Cxcl9*. LLC-NT or LLC-sh21 cells were orthotopically injected into the left lung lobe of transgenic GFP-expressing C57BL/6J mice and were grown for 3 wk with no treatment. Tumor-bearing lung lobes were isolated and made into single-cell suspensions containing both GFP-positive (host cells) and GFP-negative (cancer cells). First, RNA was isolated from identical cancer cells grown in passage (in vitro condition*)*. Second, RNA was isolated from recovered GFP-negative cancer cells (isolated via FACS-in vivo condition). Third, RNA was run for RNA-Seq from both conditions. Both the LLC-NT and LLC-sh21 conditions had three experimental replicates per in vitro and in vivo conditions with five tumor-bearing lung lobes pooled per in vivo experimental replicate (15 mice used total). **(A)** In vitro and in vivo mRNA expression of (A) *Cxcl9* in FPKM as assessed by RNA-Seq. The RNAScope system was used for in situ hybridization. **(B)** Example of positive tumor staining with a murine *Cxcl9 probe* and its adjacent H&E stain (scale bars: 10 μm). Red arrows denote the tumor edge, tumor middle, adjacent normal lung, or positive *Cxcl9* staining. **(C)** Staining controls of (C) tumor tissue stained with a negative control probe, dapB, or adjacent normal lung stained with a murine *Cxcl9* probe that both show negative staining (scale bars: 100 μm). **(D, E)** Four separate tumors from either the LLC-NT or (E) LLC-sh21 experimental conditions stained with a probe targeting murine *Cxcl9* (scale bars: 100 μm). Dark brown regions represent positive Cxcl9 staining. Error bars represent the mean of the data ± SEM after a one-way ANOVA (A). (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). Source data are available for this figure.

Source Data for Figure 8

## Discussion

Although biomarkers have been developed, which correlate the response of lung cancer patients to anti-PD1/anti–PD-L1 therapy, defining the cellular and molecular pathways that regulate this response remains poorly understood. We have previously demonstrated differential responses to anti–PD-1/anti–PD-L1 of two K-Ras–mutant lung cancer cells, with CMT167 tumors showing a strong inhibition and LLC tumors being resistant to therapy (Li et al, 2017). In this study, we have sought to define intrinsic features of the cancer cell that mediate this differential response. Our data define responsiveness of cancer cells to IFNγ as a critical determinant for sensitivity to anti–PD-1 therapy. Furthermore, we have shown that altering responsiveness of the cancer cells to IFNγ causes complex multifaceted changes in the microenvironment.

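Libraries of LLC cells sorted from tumors held interferon-induced transcripts above their level in culture. Gbp2, an interferon-induced guanylate-binding protein, rose from 0.229 ± 0.0988 (SD, n = 5) to 17.6 ± 5.32 (SD, n = 5) FPKM, and Igtp, an immunity-related GTPase, from 0.47 ± 0.151 to 10.8 ± 3.04 FPKM. Stat1 rose from 4.52 ± 0.916 FPKM in vitro, by 1.25 (standard error 0.16, adjusted p = 2.1e-05). Ciita was listed at the floor in every LLC library in vitro and averaged 0.0397 ± 0.016 FPKM in vivo. The 8 largest increases named by the rule for LLC were in matrix genes (Lum, Dcn, Aspn, Col6a3 and Col1a1), immediate early genes (Fos and Egr1) and H19. Col1a1, a fibrillar collagen, averaged 109.9 ± 15.6 FPKM in vivo against 0.17 ± 0.156 FPKM in vitro.

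Of 57 IFNγ response genes, 48 rose in LLC, 0 fell and 9 did not pass (49 rose adjusted over the list alone). The median was 1.43, with adjusted p = 1.2e-21 from camera and adjusted p = 0.024 with an estimated correlation. Cxcl9 rose by 1.19, Cd274 by 1.08, Cxcl10 by 4.76 and H2-K1 by 4.68. The MHC class I list had 16 higher, 0 lower and 8 not past the test (17 higher and 0 lower adjusted over the list alone), a median of 1.11 and adjusted p = 5.7e-08 from camera and adjusted p = 0.052 with an estimated correlation. The MHC class II list had 6 higher, 0 lower and 5 not past the test (6 higher and 0 lower adjusted over the list alone), a median of 0.76 and adjusted p = 0.0042 from camera and adjusted p = 0.29 with an estimated correlation. Across the LLC in vivo libraries, numbered 1 to 5, Cd74 measured 19.5, 4.21, 9.77, 8.02 and 5.05 FPKM beside 145, 25.8, 83.7, 84 and 21.5 FPKM for the macrophage gene Lyz2. Chemokines had 14 higher, 1 lower and 6 not past the test (15 higher and 1 lower adjusted over the list alone), a median of 0.82 and adjusted p = 6.6e-06 from camera and adjusted p = 0.06 with an estimated correlation. Ccl2, a monocyte chemokine, averaged 263 ± 73.4 FPKM in LLC in vivo and 183 ± 103 FPKM in vitro, a change that did not pass (adjusted p = 0.11) but passed in 5 of 26 alternatives, for example with only libraries 4 and 5 of LLC in vitro (1.52, adjusted p = 0.0012), against 1.54 ± 0.672 FPKM in CMT167 in vivo. Checkpoint ligands had 8 higher, 1 lower and 4 not past the test (8 higher and 1 lower adjusted over the list alone), a median of 0.88 and adjusted p = 0.015 from camera and adjusted p = 0.15 with an estimated correlation.

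Markers of fibroblasts and pericytes had 9 higher, 1 lower and 1 not past the test (9 higher and 1 lower adjusted over the list alone), a median of 3.71 and adjusted p = 1.5e-08 from camera and adjusted p = 0.024 with an estimated correlation, and that list holds Col1a1, Dcn and Lum. Macrophage and monocyte markers had 7 higher, 0 lower and 2 not past the test (8 higher and 0 lower adjusted over the list alone), a median of 1.17 and adjusted p = 5.1e-04 from camera and adjusted p = 0.23 with an estimated correlation. Immediate early and dissociation genes had 28 higher, 0 lower and 6 not past the test (28 higher and 0 lower adjusted over the list alone), a median of 1.64 and adjusted p = 3.3e-13 from camera and adjusted p = 0.06 with an estimated correlation, with Fos at 128 ± 38.4 FPKM in vivo against 0.145 ± 0.137 FPKM in vitro. In all, 5520 genes changed in LLC, 9915 with array weights, 2644 with only libraries 4 and 5 of LLC in vitro and 3306 without the libraries that lean to short transcripts.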

By analyzing gene expression changes in vivo, we determined that LLC cells failed to robustly induce an IFNγ signature compared with CMT167 tumors. An IFNγ signature in bulk tumor tissue (which includes a complex mixture of cancer cells, stromal cells and immune cells etc.) has been associated with responsiveness to anti–PD-1 therapy in lung cancer and others malignancies (Ayers et al, 2017). However, whether this is associated with cancer cells alone or the surrounding TME has not been well examined. We hypothesized that sensitivity of cancer cells to IFNγ is a major regulator of the TME, and that altering the sensitivity of the cancer cells would regulate the response of tumors to checkpoint inhibition.

Regarding cancer-cell–intrinsic SOCS1 expression, previous studies have identified *Socs1* as a gene associated with immunosuppression and tumor progression. In human tumors, MET activation was associated with increased SOCS1 expression and escape from immunotherapy (Saigi et al, 2018). At the same time, chemotherapeutic agents were shown to down-regulate *Socs1* through induction of *miR-155*, resulting in increased activation of CD8^+^ T cells (Ye et al, 2018). In a mouse model of melanoma, an in vivo CRISPR screen identified novel immunotherapy targets, including PTPN2 and SOCS1, both of which act to decrease IFN signaling. Knockout of *Ptpn2* in formerly resistant cancer cells resulted in responsiveness to immunotherapy, similar to our LLC-sh21 cells silenced for *Socs1*. Thus, we speculate that therapies targeting the SOCS family of proteins and similar phosphatases to PTPN2 could be used in combination with immunotherapy.

Tumors can evade the immune system by either adaptive or acquired resistance, which both involve IFNγ signaling (Pardoll, 2012). First, if cancer cells have the capacity to respond to IFNγ, they will often up-regulate immune checkpoints on their surface, such as PD-L1, and will effectively shut down effector T cell responses (Pardoll, 2012). This phenomenon is known as adaptive immune resistance and represents a therapeutic vulnerability for tumors similar to CMT167 tumors (Pardoll, 2012; Juneja et al, 2017). In these cells, silencing the expression of *Ifngr1* decreased JAK/STAT signaling and made tumors resistant to anti–PD-1 therapy with similar results obtained in melanoma models (Gao et al, 2016). This effect does not appear to be a consequence of altered proliferation of the silenced cells but was associated with decreased infiltration of T cells into the tumors, consistent with the model proposed that less-inflamed tumors are resistant to immunotherapy (Gajewski et al, 2006; Spranger et al, 2016). However, because only one shRNA targeting *Ifngr1* was used in vivo, we cannot rule out off-target effects in these studies.

Second, cancer cells can acquire mutations in the IFNγ signaling pathway that hinder their ability to respond to IFNγ, otherwise known as acquired resistance (Pardoll, 2012; Benci et al, 2016; Gao et al, 2016; Manguso et al, 2017; Shin et al, 2017; Sucker et al, 2017). This phenomenon is similar to what we observe in LLC tumors, which are not therapeutically vulnerable to checkpoint inhibition. Although LLC cells do not harbor JAK/STAT or SOCS1 mutations, they have a diminished response to IFNγ in vitro. This was associated with high basal expression of SOCS1, and silencing *Socs1* markedly increases LLC cells’ response to IFNγ in vitro through enhanced JAK/STAT signaling. Importantly, cancer cells with *Socs1* silencing (LLC-sh21 cells) grown as orthotopic tumors are much more responsive to anti–PD-1 therapy than LLC-NT control tumors. This is not observed if LLC-sh21 cells are implanted subcutaneously, suggesting that silencing *Socs1* alters communication between cancer cells and specific components of the lung microenvironment that are not present in subcutaneous tumors. As above, we cannot preclude off-target shRNA effects in these studies.

Our data indicate that LLC-sh21 tumors exhibit tumor extrinsic changes compared with LLC-NT tumors of equal size. We observed a decrease in the percentage of cancer cells in LLC-sh21 compared with LLC-NT tumors and a reciprocal increase in T cells, which confirmed our immunostaining data. We also observed complex changes in in the myeloid compartment, with proportional increases in PD-L1^hi^ resident alveolar macrophages and decreases in PD-L1^lo^ and ^mid^-expressing recruited monocytes/macrophages. In essence, LLC-sh21 tumors exhibit the direct opposite myeloid phenotypes than those observed in parental LLC and LLC-NT tumors. Thus, in LLC-sh21 tumors where cancer cells are silenced for *Socs1*, there is an increased proportion of PD-L1^hi^ macrophages, with the greatest contribution of PD-L1 expression coming from resident alveolar macrophages.

We have previously characterized myeloid populations in the lungs of mice implanted with LLC cells compared with naive mice (Poczobutt et al, 2016a). Multiple populations were recovered using FACS and analyzed using RNA-Seq. These included resident alveolar macrophages (CD11c^+^/CD11b^−^/SigF^+^/Ly6C^−^/MHCII^lo^), a mix of monocytes/macrophages and CD11b^+^ dendritic cells (CD11b^+^/CD64^lo^ CD11c^+^/Ly6C^lo^/MHCII^−/+^), recruited monocytes (CD11b^+^/CD64^mid^/CD11c^−^/Ly6C^hi^/MHCII^−/lo^), and finally recruited macrophages (CD11b^+^/CD64^hi^/CD11c^+^/Ly6C^−/lo^/MHCII^mid/hi^). During tumor progression, there was a decrease in *Cd274* (PD-L1)^hi^ alveolar macrophages as assessed by RNA-Seq and a reciprocal increase in recruited monocytes and macrophages which expressed low to intermediate levels of *Cd274* (Poczobutt et al, 2016a). Our CyTOF data with LLC-NT control tumors recapitulated the RNA-Seq data of parental LLCs. Importantly, the same subsets of myeloid cells were found using an unbiased clustering method to analyze our CyTOF data, as those that were identified via RNA-Seq.

Although we have not directly assessed why LLC-sh21 tumors have decreased cancer cell burden relative to LLC-NT control tumors before immunotherapy, we believe that there are several compensatory mechanisms occurring that could explain these differences. One of these mechanisms can likely be attributed to increased *Cxcl9* expression in LLC-sh21 tumors, which we detected by message in tumor sections. Because of elevated *Cxcl9* expression in these tumors, there were more recruited and activated T cells—particularly CD8^+^ T cells within and around tumors. These results are indicative of a more “T cell–inflamed tumor,” which is associated with better response to checkpoint inhibitors (Spranger et al, 2016).

We also anticipated increased expression of PD-L1 on LLC-sh21 cancer cells in vivo, yet cancer cells recovered from tumors only showed a modest induction of PD-L1 compared with LLC-NT cells (Table S4). Thus, the therapeutic vulnerability of LLC-sh21 to anti–PD-1 treatment is unlikely due to the adaptive resistance of cancer cells. However, these data could be explained by only a subset of the cancer cells expressing PD-L1, for instance, at the tumor edge. In our previous studies, PD-L1 expression on CMT167 cells was not detected on all cancer cells, despite their responsiveness to IFNγ and anti–PD-1 therapy (Li et al, 2017). This study also demonstrated that a critical difference between CMT167 and LLC tumors was markedly increased numbers of PD-L1^hi^ macrophages on CMT167 tumors (Li et al, 2017). Therefore, silencing *Socs1* has converted LLC tumors to have many of the features of CMT167 tumors: increased T cell recruitment likely because of increased levels of CXCL9 and increased numbers of PD-L1^hi^ macrophages.

Consistent with this model, PD-L1 host expression was critical for response to immunotherapy in LLC-sh21 tumors (Fig 6F). Another factor that may account for the alterations of myeloid cell populations is decreased expression of *Ccl2* by LLC-sh21 cancer cells recovered from tumors (Table S4). CCL2 is a cytokine that recruits macrophages and monocytes to sites of inflammation. Decreased *Ccl2* expression in LLC-sh21 tumors may account for the decreased frequencies of these recruited macrophage/monocyte populations—which highly express CCL2’s cognate receptor, CCR2 by RNA-Seq (Poczobutt et al, 2016a). Future studies will be required to determine if knockout or knockdown of *Ccl2* in parental LLC cells would skew the TME to one with less recruited monocytes and macrophages and a higher proportion of PD-L1^hi^ alveolar macrophages as is seen in LLC-sh21 *Socs1* KD tumors. It would also be of interest to use pharmacological approaches such as commercially available CCL2/CCR2 targeted inhibitors to treat parental LLC tumors. In this way, we would be able to assess the unique contributions of myeloid subsets on tumor progression and response to single-agent immunotherapy.

Unfortunately, chronic stimulation of cancer cells with IFNγ can lead to adaptive or acquired resistance (Benci et al, 2016). Although our results might appear to contradict these findings, there is a possibility that if we continued to treat LLC-sh21 tumors with anti–PD-1 therapy, they might eventually develop resistance through selective pressure on cancer cells to adapt against immune attack, chronic T cell exhaustion, or skewing of immune cells to more immunosuppressive phenotypes (Alspach et al, 2019). However, our results suggest that the early TME of LLC-sh21 tumors is the most therapeutically vulnerable because of an increased percentage of PD-L1^hi^ macrophages, specifically resident alveolar macrophages at this time. Finally, we propose that the lack of alveolar macrophages (PD-L1^hi^) in the subcutaneous model are responsible for the lack of response of subcutaneous LLC-sh21 tumors to anti–PD-1 therapy.

In summary, our data identify a critical role for IFNγ sensitivity within cancer cells as a major determinant that directly shapes the TME. The results also underscore the complex interplay between cancer cells and populations of inflammatory and immune cells. These interactions are mediated through production of paracrine factors, including chemokines and potentially lipid mediators. Subtle changes, such as altering expression of a single gene in the cancer cells, change these interactions in profound ways, likely by altering the secretome of the cancer cells. Therapeutically, in this case, we have generated a tumor with increased T cells and fewer myeloid cells, which is associated with an increased response to anti–PD-1. However, the complexity of the crosstalk suggests that a better understanding of how the various cell populations interact is needed to design more effective combination therapies for treatment of lung cancer.

## Materials and Methods

### Cells

Murine LLC cells expressing firefly luciferase were purchased from Caliper Life Sciences and maintained in DMEM (#10-017-CV; Corning) supplemented with 10% FBS, penicillin/streptomycin, and G418 (500 ng/ml). LLC cells harbor a heterozygous K-Ras^G12V^ mutation (Li et al, 2017). CMT167 cells (gift of Dr. Alvin Malkinson, University of Colorado) were transduced with firefly luciferase and maintained in DMEM (#10-017-CV; Corning) with 10% FBS, penicillin/streptomycin, and G418 (500 ng/ml) (Weiser-Evans et al, 2009). CMT167 cells harbor a K-Ras^G12C^ mutation (Li et al, 2017). Cell lines were confirmed mycoplasma negative every 2 wk and were last tested in January 2019 (#LT07-703; Lonza). To maintain cellular phenotypes and to prevent cross-contamination of murine cell lines, the cells were grown in vitro for less than 10 passages, and for only 2–3 wk before use in in vivo experiments. Cell phenotypes were regularly assessed via proliferation assays and EMT status. No phenotypic changes were observed during the course of these studies.

### Mice and tumor models

Wild-type C57BL/6J and GFP-expressing mice [C57BL/6J-132Tg(UBC-GFP)30Scha/J] were obtained from Jackson Laboratory. Dr. Haidong Dong (Mayo Clinic) provided PD-L1 KO mice on a C57BL/6 background. Experiments were performed on 8–16-wk-old male and female mice. All mice were bred and maintained in the Center for Comparative Medicine at the University of Colorado Anschutz Medical Campus in accordance with established IACUC, U.S. Department of Health and Human Services Guide for the Care and Use of Laboratory Animals, and the University of Colorado Anschutz Medical Campus guidelines. For orthotopic lung tumors, an incision was made on the left lateral axillary line at the xyphoid process level, followed by removal of subcutaneous fat (Poczobutt et al, 2013). Tumor cells were suspended in 1.35 mg/ml Matrigel and Hank’s buffered saline solution (1 × 10^5^ cells-LLC tumors; 5 × 10^5^ cells-CMT167 tumors in 40 μl/injection) and injected into the left lung lobe through the rib cage with a 30-gauge needle (Weiser-Evans et al, 2009). For subcutaneous tumor cell implantation, animals were implanted with 1 × 10^6^ cells in the flank.

### Lentiviral transduction and stimulation with IFNγ

Murine shRNA constructs were obtained from Sigma-Aldrich via the University of Colorado Functional Genomics Shared Resource (TRC1): Nontargeting control (SHC001V); shRNAs targeting *Socs1:* LLC-sh20 (TRCN0000067420), LLC-sh21 (TRCN0000067421); shRNAs targeting *Ifngr1*: CMT-sh68 (TRCN0000067368), and CMT-sh69 (TRCN0000067369). LLC or CMT167 cells were transduced with lentiviral particles generated from HEK293T cells transfected with shRNA vectors and lentiviral helper plasmids. Viral supernatant was collected at both 24 and 48 h after transfection. Before transduction, LLC and CMT167 cells were pretreated with polybrene for 1 h. During this time, polybrene was also added to viral supernatant generated from HEK293T cells and was filtered through a 0.45 μm filter before media was placed on LLC or CMT167 cells. Stable cells were then selected for after 10 d of puromycin treatment (2 μg/ml). Pools of transduced cells were screened for degree of knockdown by mRNA and protein relative to parental cell lines and to the nontargeting control cells. For CMT167 transduced cells, knockdowns were subcloned and are subsequently represented as “CMT-sh68sc3” or “CMT-sh69sc2.” For in vitro experiments, the cells were treated with recombinant murine IFNγ (10–100 ng/ml) (PeproTech #315-05), followed by isolation of protein and/or RNA for immunoblotting and qRT-PCR.

### Immunoblotting

Cells were washed 3× with PBS, followed by lysis with MAPK buffer and a protease inhibitor cocktail from Sigma-Aldrich #P8340, 50 mM β-glycerophosphate, pH 7.2, 0.5% Triton X-100, 5 mM EGTA, 100 μM sodium orthovanadate, 1 mM dithiothreitol, and 2 mM MgCl_2_. 10–40 μg of total protein was fractionated by SDS–polyacrylamide gel electrophoresis and transferred to Polyvinyledine difuloride membranes. Antibodies used were as follows: pSTAT1 (Y701) Cell Signaling #9167S (1:500–1:1,000); STAT1, Cell Signaling #9172S (1:1,000–1:1,500); SOCS1, Abcam #ab3691 (1:300–1:500); IFNGR1 (interferon γ receptor α), Lifespan Biosciences #LS-C33-4260 (1:300–1:500); IFNGR2 (interferon γ receptor β/AF-1), Abcam #77246 (1:300–1:500); β-ACTIN, Sigma-Aldrich #A5441 (1: 5,000–1:10,000); Rabbit HRP, Jackson Immuno Research #111-035-144 (1: 5,000–1:10,000); and Mouse HRP, Santa Cruz #sc-2005 (1: 5,000–1:10,000).

### Quantitative real-time-PCR

Total RNA from cultured cells was isolated using the RNeasy Mini kit (QIAGEN), followed by reverse transcription with 1 μg of total RNA/sample (qScript cDNA Synthesis kit; QuantaBio). qRT-PCR was conducted on the myIQ Real-Time PCR Detection System (Bio-Rad) using Power SYBR Green PCR Master Mix (Applied Biosystems). Relative message levels of each gene were normalized to the housekeeping gene, *Actb* or *Gapdh* (shown as Absolute Values, or Starting Quantity [SQ] Values). For each gene assessed, there were three technical and three experimental replicates. Primers used were as follows: Murine *Socs1*, F:5′-CTGCGGCTTCTATTGGGGAC-3′, R:3′-AAAAGGCAGTCGAAGGTCTCG-5′; Murine *Cxcl9*, F:5′-GAGCAGTGTGGAGTTCGAGG-3′, R:3′-TCCGGATCTAGGCAGGTTTG-5′; Murine *Ciita*, F:5′-TGCGTGTGATGGATGTCCAG-3′, R: 3′-CCAAAGGGGATAGTGGGTGTC-5′; Murine *Cxcl10*, F:5′-GGATGGCTGTCCTAGCTCTG-3′, R:3′-TGAGCTAGGGAGGACAAGGA-5′; Murine *Ifngr1*, F: 5′-TACAGGTAAAGGTGTATTCGGGT-3′, R:3′-ACCGTGCATAGTCAGATTCTTTT-5′; Murine *Cd274* (PD-L1),F:5′-TGCTGCATAATCAGCTACGG-3′, R:3′-GCTGGTCACATTGAGAAGCA-5’; Murine *Actb*, F: 5′-GGCTGTATTCCCCTCCATCG-3′, R: 3′-CCAGTTGGTAACAATGCCATG-5′; and Murine *Gapdh* F:5′-CGTGGAGTCTACTGGTGTCTTC-3′, 5′-CGGAGATGATGACCCTTTTGGC-3′.

### Cxcl9 and Cxcl10 ELISAs

Tumor cells were treated for 48 h ± 100 ng/ml IFNγ in vitro. The medium was collected, spun down to remove floating cells, and ELISA was performed on supernatant according to manufacturer’s protocol. 50 μl of conditioned medium was used per replicate. ELISAs: R&D Systems #DY492 and #DY466.

### Cancer cell flow cytometry

Tumor cells were treated in vitro for 18–72 h ± 10–100 ng/ml IFNγ and ±1 μM ruxolitinib (#R-6688; LC Laboratories). The cells were trypsinized or scraped, washed with PBS, and resuspended in an antibody solution. Flow cytometry was performed on the Yeti or Gallios instruments and analyzed using Kaluza software as part of the University of Colorado Cancer Center Flow Cytometry Core. Antibodies and reagents used were as follows: Foxp3 Staining Buffer Set, eBioscience #00-5523-00; Anti-Mouse PD-L1-PE, eBioscience #12-5982-81 (1:200); Ghost 510 Viability Dye, Tonbo Biosciences #13-0870-T100 (1:200); Aqua Viability, Thermo Fisher Scientific #L34957 (1:200); V500 Rat anti-mouse CD4, BD #560782; Anti-Mouse PerCP I-A/I-E (MHCII), BioLegend #107624 (1:200); MHCI (H2-D), eBioscience #17-5998-80 (1:200); MHCI (H2-K), eBioscience #17-5958-80 (1:200); VersaComp Antibody Capture Bead Kit, Beckman Coulter #B22804; and Murine Fc Block, eBioscience #14-0161-86 (1:100).

### RNA isolation from tumor homogenate

Tumor-bearing lung lobes were isolated from mice harboring LLC or CMT167 tumors grown for 2 or 3 wk. Lung lobes were snap-frozen in liquid nitrogen. Upon first thaw, tumor-bearing lung lobes were homogenized using an overhead stirrer (Wheaton) followed by RNA isolation and qRT-PCR as above.

### Anti–PD-1 treatment

Tumor-bearing mice were intraperitoneally injected twice weekly with either an IgG2a isotype control antibody, or an anti–PD-1 antibody (BioXCell) at a dose of 200 μg in PBS per dose (8–10 mg/kg): Anti-Mouse IgG2a, BioXCell #BE0089 Clone 2A3 and Anti-Mouse PD-1, BioXCell #BE0146 Clone RMP1-14.

### Immunofluorescence

Tumor-bearing lungs were perfused with 20 U/ml of PBS/heparin followed by inflation, and then were fixed overnight in 10% formalin and maintained in 70% ethanol until paraffin embedding. 4-μm-thick sections cut from Formalin-Fixed Paraffin-Embedded (FFPE) tissue blocks were deparaffinized, rehydrated, and stained with 0.1% Sudan Black B (Sigma-Aldrich) in 70% ethanol. The slides were heated in a citrate antigen retrieval solution for 2 h at 100°C and quenched with 10 mg/ml sodium borohydride. The slides were blocked with a mixture of goat serum, SuperBlock (SkyTek Laboratories), and 5% BSA overnight. The slides were incubated with primary antibodies in a 1:1 mixture of 5% BSA and SuperBlock for 1 h, followed by incubation with secondary antibodies for 40 min. Slides were coverslipped with Vectashield with DAPI. Hematoxylin and eosin (H&E) stains were performed on one section per tumor by the University of Colorado Denver’s Histology Shared Resource Core. For quantitation of T cells, at least three nonserial tumor sections per animal (six animals per experimental condition) were examined. The mean number of CD3^+^/CD4^+^/CD8^+^ T cells was obtained from the average of six random 40× tumor fields per section using two blinded observers (BB & AN). Antibodies/reagents used were as follows: Anti-Mouse CD3e, Thermo Fisher Scientific #MA5-14524 Clone SP7 (1:100); Anti-Mouse CD4, eBioscience #14-9766-82 (1:50); Anti-Mouse CD8, eBioscience #14-0808-82 (1:100); AF594 goat anti-rabbit IgG, Lifetech #A11037(1:1,000); AF488 goat anti-rat, Lifetech #A11006 (1:1,000); and Vectashield with DAPI, Vector #H-1200. Instrumentation used was as follows: microscope—Nikon Eclipse Ti-S #TI-FLC-E at 40X/0.75, ∞/0.17 WD 0.72; camera— Zyla scMOS, Andor #DG-152VC1E-FI; acquisition software—NIS Elements 64-Bit AR 4.60.00; and data analysis—FIJI.

### In situ hybridization

Sections (4 μm) of lung tumor tissue underwent deparaffinization, followed by treatment with RNAscope hydrogen peroxide for 10 min at RT, and 1× target retrieval reagent at 99°C for 15–30 min. The slides were then treated with RNAscope Protease Plus for 15–30 min at 40°C in the HybEZ Oven. After pretreatment, the slides were treated using the RNAscope 2.5 HD Detection Reagent-BROWN kit per the manufacturer’s protocol. After that, the signal was detected for either the negative control probe (dapB), or murine *Cxcl9*. The following reagents were used: RNAScope target retrieval reagents, Advanced Cell Diagnostics (ACD) #322000; RNAScope wash buffer reagents, ACD #310091; RNAScope 2.5 HD Detection Reagent-BROWN, ACD #322310; RNAScope H2O2 & Protease Plus Reagents, ACD #322330; RNAScope Negative Control Probe_dapB, ACD #310043; RNAScope Probe Mm-Cxcl9, ACD #489341; HybEZ II Oven, ACD #321710/321720; Humidity Control Tray, ACD #310012; EZ-Batch Wash Tray, ACD #310019; and EZ-Batch Slide Holder, ACD #310017. . Instrumentation used was as follows: Microscope/camera—Olympus BX41 System at 40×/0.65, ∞0.17/FN22; acquisition software—SPOT; and data analysis— FIJI.

### Immune cell flow cytometry

Mice were euthanized between 2 and 4 wk post-tumor cell injection. Tumor-bearing left lung lobes were excised, mechanically dissociated, and incubated at 37°C for 30 min with collagenase type II (8,480 U/ml; Worthington Biochemical), elastase (7.5 mg/ml; Worthington Biochemical), and soybean trypsin inhibitor (2 mg/ml; Worthington Biochemical). After which, single-cell suspensions were made and filtered through 70-μm cell strainers (BD), subjected to red blood cell lysis using hypotonic buffer (0.15 mM NH_4_Cl, 10 mM KHCO_3_, and 0.1 mM Na_2_EDTA, pH 7.2), and filtered again through 40-μm cell strainers (BD) (Kwak et al, 2018). For the “T Cell Phenotypic Panel,” single-cell suspensions were stained for 30 min at room temperature, followed by fixation and permeabilization overnight, and intracellular stains for 2 h at 4°C the following day. For the “T Cell Stimulation Panel,” single-cell suspensions were stimulated with Brefeldin A solution, Monensin solution, and a cell stimulation cocktail (PMA/Ionomycin) for 5 h at 37°C. Afterwards, single-cell suspensions were stained with cell surface stains, fixed and permeabilized overnight, and finally stained with intracellular stains the following morning (as the T Cell Phenotypic Panel). Samples were run at the University of Colorado Cancer Center Flow Cytometry Core using the Gallios system (Beckman Coulter). The gating strategy involved excluding debris and cell doublets by light scatter, as well as dead cells by a cell viability dye. All data were analyzed using Kaluza software (Beckman Coulter). Antibodies and reagents used were as follows: Foxp3 Staining Buffer Set, eBioscience #00-5523-00; Brefeldin A, BioLegend #420601; monensin, BioLegend #420701; Cell Stimulation Cocktail, eBioscience #00-4970-93; Anti-mouse PD-1-PE, eBioscience #12-9981-81 (1:200); Anti-Mouse CD69-PECy7, eBioscience #25-0691-81 (1:200); Anti-Mouse CD45-AF700, eBioscience #56-0451-82 (1:50); Anti-Mouse IA/IE Dazzle 594, BioLegend #107648 (1:250); Anti-Mouse CD3e-PerCP Cy5.5, eBioscience #45-0031-82 (1:200); Anti-Mouse CD4-EF450, eBioscience #48-0042-82 (1:200); Anti-Mouse CD8a-APC EF780, eBioscience #47-0081-82 (1:200); Murine Fc Block, eBioscience #14-0161-86 (1:100); V500 rat anti-mouse CD4, BD #560782; Aqua Viability Dye, Thermo Fisher Scientific #L34957 (1:200); Rat Anti-Mouse Isotype for IFNγ-AF488, eBioscience #53-4301-80 (1:80); Anti-Mouse IFNγ-AF488, eBioscience #53-7311-82(1:80); Rat Anti-Mouse Isotype for PerCP Cy5.5-TNFα, BD #560537(1:80); Anti-Mouse PerCP Cy5.5-TNFα, BD #560659(1:80); and VersaComp Antibody Capture Bead Kit, Beckman Coulter #B22804. For the LLC-NT replicates, three left tumor-bearing lung lobes were isolated (three mice used per replicate) and combined to make a single-cell suspension, for a total of nine mice used for three experimental replicates. For the LLC-sh21 replicates, three left tumor-bearing lung lobes were isolated (three mice used per replicate) and combined to make a single-cell suspension, for a total of nine mice used for the three experimental replicates.

### CyTOF analysis

Single-cell suspensions prepared as above were treated with benzonase nuclease (#E1014, 1:10,000; Sigma-Aldrich), stained with cisplatin, and fixed for sample barcoding (Fluidigm). Samples were then combined into one tube, followed by incubation with an Fc receptor–blocking antibody, primary surface antibodies, and secondary surface staining. The cells were then fixed and permeabilized overnight, followed by intracellular stains the next day. After staining, the cells were suspended in Intercalator (Kimball et al, 2018). Single-cell suspensions were run on the Helios mass cytometer as part of the University of Colorado Cancer Center Flow Cytometry Core. Antibodies and reagents used were as follows: 89Y-CD45, Fluidigm, Clone 30-F11; 141Pr-Gr1 (Ly6C/Ly6G), Fluidigm, Clone RB6-8C5; 142Nd-CD11c, Fluidigm, Clone N418; 143Nd-GITR, Fluidigm, Clone DTA1; 144Nd-MHC class I, Fluidigm, Clone 28-14-8; 145Nd-SiglecF-PE/anti-PE, BD, Clone E50-2440/Fluidigm, Clone PE001; 146Nd-CD8a, Fluidigm, Clone 53-6.7; 147Nd-p-H2AX[Ser139], Fluidigm, Clone JBW301; 148Nd-CD11b, Fluidigm, Clone M1/70; 149Sm-CD19, Fluidigm, Clone 6D5; 150Nd-CD25, Fluidigm, Clone3C7; 151Eu-CD64, Fluidigm, Clone X54-5/7.1; 152Sm-CD3e, Fluidigm, Clone 145-2C11; 153Eu-PD-L1, Fluidigm, Clone 10F.9G2; 154Sm-CTLA4, Fluidigm, Clone UC10-4B9; 155Gd-IRF4, Fluidigm, Clone 3E4; 156Gd-CD90.2(Thy-1.2), Fluidigm, Clone 30-H12; 158Gd-FoxP3, Fluidigm, Clone FJK-16s; 159Tb-PD-1, Fluidigm, Clone RMP1-30; 160Gd-CD80/86-FITC/anti-FITC, BD, Clone 16-10A1/BD Clone BL1/Fluidigm, Clone FIT22; 161Dy-INOS, Fluidigm, Clone 4B10; 162Dy-Tim3, Fluidigm, Clone RMT3-23; 163Dy-CXCR3-APC/anti-APC, BioLegend, Clone CXCR3-173/Fluidigm, Clone APC003; 164Dy-IkBa, Fluidigm, Clone L35A5;165Ho-Beta-catenin (active), Fluidigm, Clone D13A1; 166Er-Arg1, Fluidigm, Clone 6D5; 167Er-NKp46, Fluidigm, Clone 9A1.4; 168Er-Ki-67; Fluidigm, Clone Ki-67; 169Tm-Ly-6A/E (Sca-1), Fluidigm, Clone D7; 170Er-CD103-Biotin/anti-Biotin, BioLegend, Clone 2E7/Fluidigm, Clone 1D4-C5; 171Yb-CD44, Fluidigm, Clone IM7; 172Yb-CD4, Fluidigm, Clone RM4-5; 173Yb-CD117 (ckit), Fluidigm, Clone 2B8; 174Yb-Lag3, Fluidigm, Clone M5/114.15.2;175Lu-CD127, Fluidigm, Clone A7R34; 176Yb-ICOS, Fluidigm, Clone 7E.17G9; 191Ir, 193Ir-Intercalator, Cell-ID; 195Pt Cisplatin 5 μM, Cell-ID; 140Ce, 151Eu, 153Eu, 165Ho, 175Lu Normalization Beads; Cell ID 20-Plex Pd Barcoding Kit, Fluidigm, #201060 (102, 104, 105, 106, 108, and 110 Pd bar codes); and Benzonase, Sigma-Aldrich #E1014-5KU (1:10,000) in HBSS. For naive replicates, left and right lung lobes were combined from one mouse per replicate and made into a single-cell suspension. Three total mice were used for the naive experimental condition. For the LLC-NT replicates, three left tumor-bearing lung lobes were isolated (three mice used per replicate) and combined to make a single-cell suspension, for a total of nine mice used for three biological replicates. For the LLC-sh21 replicates, three left tumor-bearing lung lobes were isolated (three mice used per replicate) and combined to make a single-cell suspension, for a total of nine mice used for three biological replicates.

### PhenoGraph analysis methods

Software for data analysis included R studio (Version 1.0.136), downloaded from the official R Web site (https://www.r-project.org/); the cytofkit package (Release 3.6), downloaded from Bioconductor (https://www.bioconductor.org/packages/3.6/bioc/html/cytofkit.html https://www.bioconductor.org/packages/release/bioc/html/cytofkit.html); Excel 15.13. 14, FlowJo 10.2, GraphPad Prism 7, and Adobe Illustrator CC 2017. The samples were normalized using NormalizerR2013b_MacOSX, downloaded from the Nolan laboratory GitHub page (https://github.com/nolanlab). The normalized files were then debarcoded using SingleCellDebarcoderR2013b_MacOSX, downloaded from the Nolan laboratory GitHub page (https://github.com/nolanlab). Debarcoded and normalized data were subjected to traditional Boolean gating in FlowJo, identifying viable singlet events (191Ir+, 193Ir+, 195Pt−). These events were exported for downstream analysis. All viable singlet (19Ir+, 193Ir+, 195Pt+) events were imported into cytofkit analysis pipeline, and 39 markers were selected for clustering. The merge method “min” was selected (12,255 events from each file used for clustering) and the files were transformed via the cytofAsinh method. Then files were clustered with the PhenoGraph algorithm and tSNE was selected as the visualization method. PhenoGraph identified 35 unique clusters. These results were visualized via the R package “Shiny” where labels, dot size, and cluster color were customized according to cluster identity or phenotype. Plots were examined for expression of various cellular markers (parameters). The algorithm produced multiple .csv files, the files “cluster median data” and “cluster cell percentage” which were used to determine cluster frequency and phenotype.

### RNA-Seq analysis of cancer cells recovered from GFP-transgenic mice

GFP-expressing transgenic mice were implanted with 10^5^ cells as described above. After 2–3 wk of tumor growth, single-cell suspensions of tumor-bearing lung lobes were prepared containing a mixture of GFP-negative cancer cells and GFP-positive host cells. GFP-negative cancer cells were sorted using the MoFlo XDP cell sorter with a 100-μm nozzle (Beckman Coulter) as part of the University of Colorado Cancer Center Flow Cytometry Shared Resource. The sorting strategy excluded dead cells (via DAPI staining) and cell doublets by light scatter. Total RNA was isolated via the RNeasy Plus Mini kit (QIAGEN). CMT167 and LLC or LLC-NT and LLC-sh21 cells were recovered from 3 to 5 pools of mice consisting of at least four GFP-expressing mice per single pool. Each pool represents an experimental replicate. Total RNA was also isolated from cells in culture at the time of injection. Preparation of the RNA-Seq library was done at the University of Colorado Cancer Center Genomics and Microarray Shared Resource. RNA libraries were constructed using an Illumina TruSEQ stranded mRNA Sample Prep Kit and sequencing was performed using an Illumina HiSEQ 4000 System. Reads from RNA-Seq were processed and aligned to a mouse reference genome (University of California Santa Cruz Mus musculus reference genome build mm^10^) via the TopHat v2 software (Poczobutt et al, 2016a). The aligned read files were then processed by Cufflinks v2.0.2 software to determine the relative abundance of mRNA transcripts (Poczobutt et al, 2016a). Reads are portrayed as fragments per kilobase of exon per million fragments mapped (FPKM). For pathway analysis of final FPKM files, various analysis platforms, including KEGG and DAVID were used to determine the most highly enriched pathways between experimental conditions. However, the importance of the IFNγ response pathway was only determined through gene set enrichment analysis of LLC and CMT167 experimental conditions. RNA-Seq data generated from the LLC and CMT167 cell lines were deposited in the Gene Expression Omnibus repository in 2017. Gene Expression Omnibus accession number: GSE100412. RNA-Seq data generated from the LLC-NT and LLC-sh21 cell lines were deposited in the Gene Expression Omnibus repository in 2019. Gene Expression Omnibus accession number: GSE131271.

### Mutational analysis of RNA-Seq data

LLC or CMT167 RNA-Seq sample data files were run through “Module 1: Variants Detection” of the IMPACT pipeline to determine nonsynonymous mutational burden (http://tanlab.ucdenver.edu/IMPACT/pipeline.html).

### Statistical analysis

Statistical Analyses were performed using the GraphPad Prism 7/8 software. Data are presented as mean ± SEM. A *one- or two-way ANOVA* was used to compare differences in more than two groups. A *t* test was used to compare differences between two groups in data with a normal distribution. In all circumstances, *P*-values ≤ 0.05 were considered significant (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001).

## Supplementary Material

Reviewer comments

# Supplementary material for: Tumor-intrinsic response to IFNγ shapes the tumor microenvironment and anti–PD-1 response in NSCLC
**Source:** Life Sci Alliance. 2019 May 27;2(3):e201900328. doi: 10.26508/lsa.201900328
**Supplement:** Supplementary file 6

pSTAT1 Expression

07/17.

CMT-lucs Ifngr1 LIDS.

+/- IFN- γ 1hr, 15min, untreated.

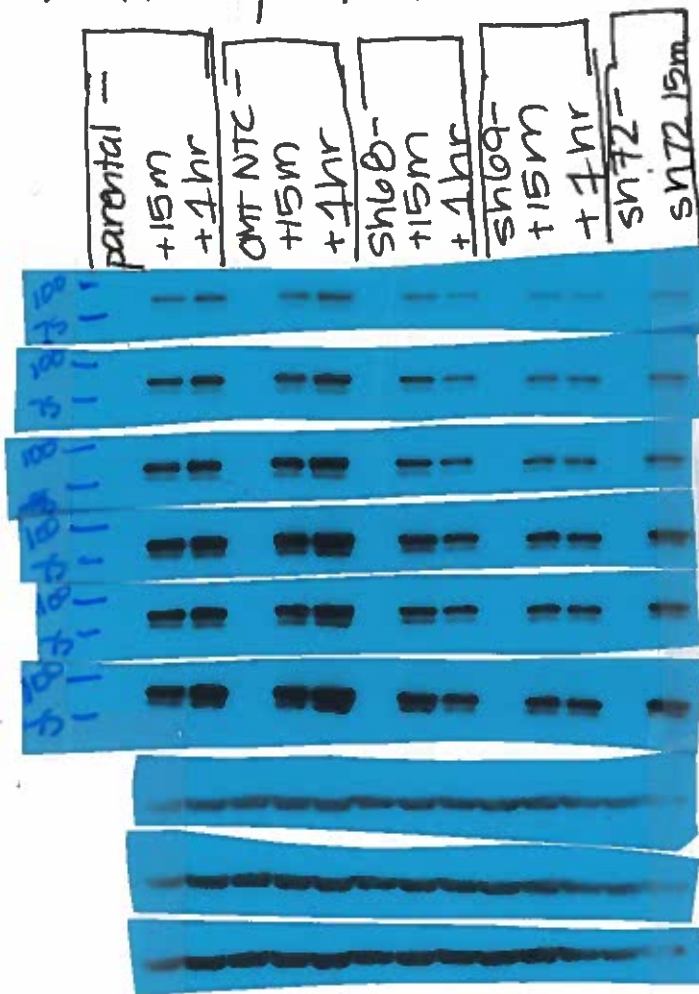

Exposures: pSTAT1

28k

48k

68k

88k

128k

188k

Exposures: B-actin
↳ something weird.

10 μ g of protein loaded:

Best decrease of pSTAT1 expression is seen in the sh69 in all exposures, as compared to parental CMT-lucs and the CMT NTC (non-targeting control cells).

STAT1 Expression

07/11/7-

CMV-luc5 (fngri) KDS

+/- IFN- γ 1hr, 15min, untreated.

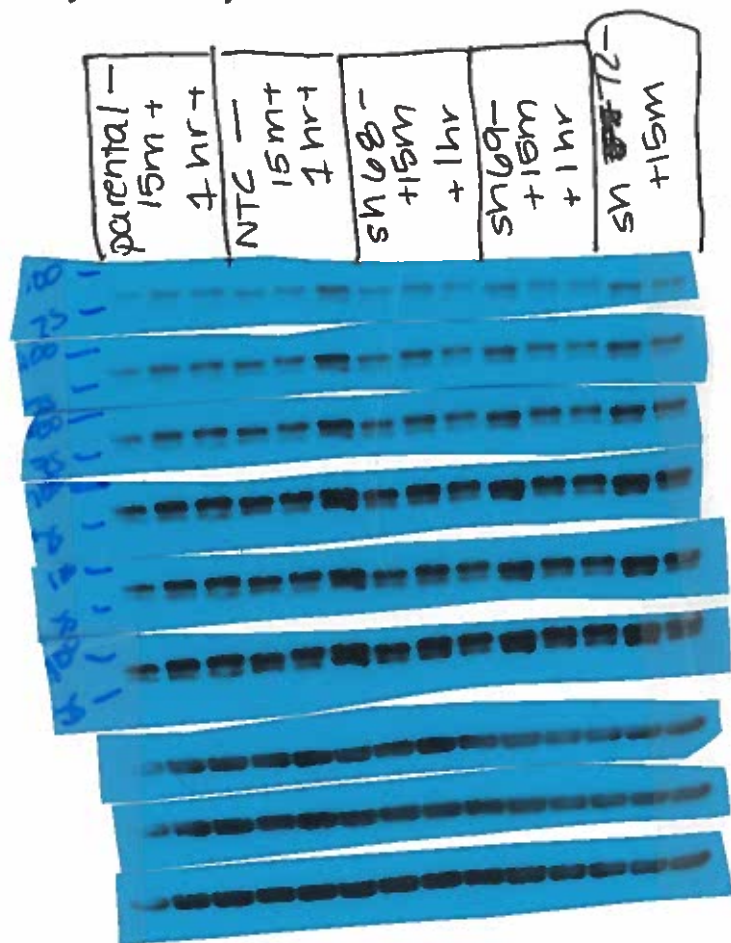

EXPOSURES: STAT1

2 sec

3 sec

4 sec

~~8 sec~~

12 sec

16 sec.

EXPOSURES:
B-actin

10ug of protein loaded:

seems to be a $\downarrow$ in stat1 signaling by
th in the KDS. (sh68/sh69) but not
remarkable differences

# Supplementary material for: Tumor-intrinsic response to IFNγ shapes the tumor microenvironment and anti–PD-1 response in NSCLC
**Source:** Life Sci Alliance. 2019 May 27;2(3):e201900328. doi: 10.26508/lsa.201900328
**Supplement:** Supplementary file 7

Western: correct protein dilutions
For SOCS1 manuscript

11-20-18

SOCS1 : 1:500 15 μ g of protein
maybe $\uparrow$ dil. or add more
protein next time.

(37 kD)

EXPOSURE TIMES

2 minutes.

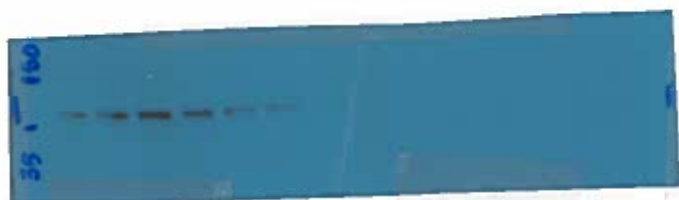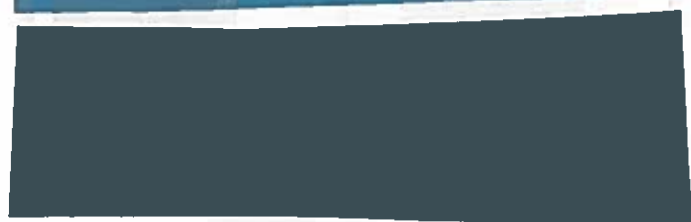

LP- LP15m LP1h LP2h LP4h LP6h LP8h - CP15m CP1h CP2h CP4h CP6h CP8h

7 minutes $\star$.

+/- IFN γ
10ng/ml.

β -Actin: 1:7500 15 μ g protein

(42 kD)

EXPOSURE TIMES

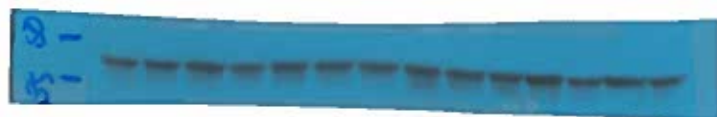

5 sec

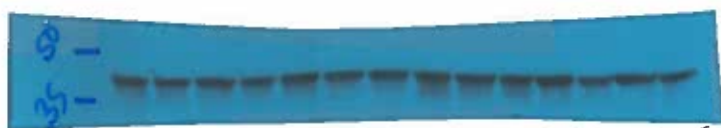

10 sec

LP- LP15m LP1h LP2h LP4h LP6h LP8h - CP15m CP1h CP2h CP4h CP6h CP8h

Possible SOCS1 induction w/ IFN γ is regulated
by something else by protein in CMIS $\rightarrow$ or
happens later.

LLC-luc Soxs1 KD cells-

1/20/17

Verifying KD. By Protein

Soxs1 Ab - Abcam.

1:400.

~~B-actin Ab - Sigma~~

1:10,000

LC-luc par. -IFN γ -
EV sh19 sh20 sh21
+48 hr IFN γ -
par. EV sh19 sh20 sh21
CMV-luc par. CMV-luc par.

Used for
pub.

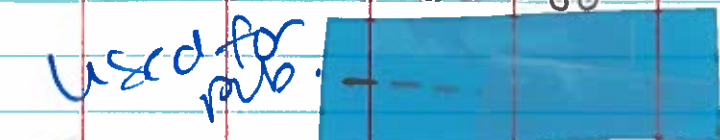

8 sec

Soxs1

* Diff. exposure

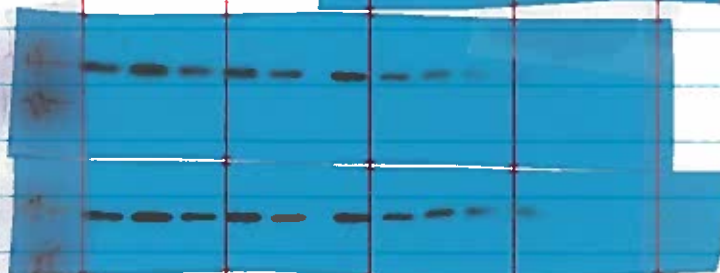

20 sec.

predicted size
is ~24 kD.

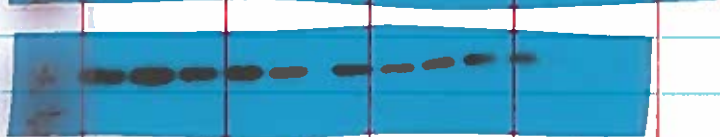

40 sec.

but certain
abs show it
running between
50-37 kD.

1 min

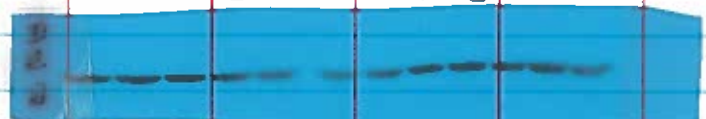

Touch

B-actin

Diff. exposures.
~42 kD.

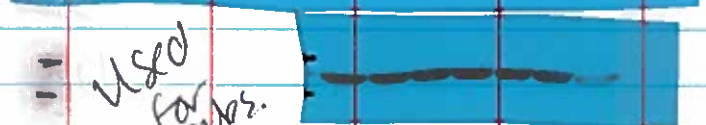

3 sec.

Used
for
pubs.

Looks like sh19 is a KD compared to EV and the LC-luc parental line. and possibly sh21.

-should I single cell clone sh19?

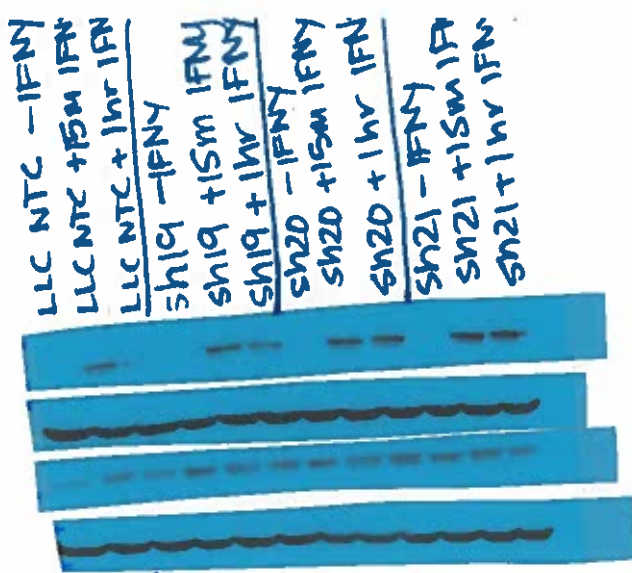

pSTAT1

B-actin for pSTAT1.

STAT1

B-actin for STAT1.

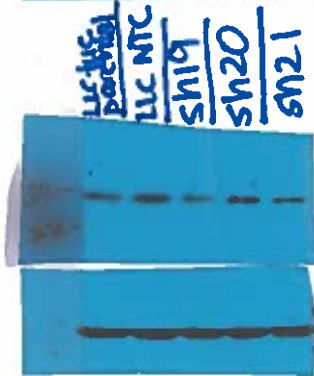

SOCS1 (Abcam)

B-actin for SOCS1.

all - IFNγ.

using for CS/17
SOCS1 publication!

How the deposited data were processed for this re-analysis (not part of the article)

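The expression table deposited by the authors holds FPKM values of 24341 genes in 24 RNA-Seq libraries. It covers LLC and CMT167 mouse lung cancer cells in vitro, after recovery from lung tumors by sorting of cells without GFP (in vivo), and after return of tumor cells to culture (passaged), with 5 libraries per LLC group and 3 per CMT167 group. Libraries were assigned to groups by the index sequences in the column names and the sample descriptions, and all 24 columns were matched. Part of the paper's source data, 1999 of 24341 genes in 16 libraries, could be compared with the table, and 31984 of 31984 values were equal.

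The unit of the authors' values is FPKM, fragments scaled by transcript length and by library size. The submitters' notes and the paper's methods differ on the aligner, and whether a scaling between libraries was applied is not stated for this table. Library sums ranged from 436361 to 1382889 FPKM. Values under 0.01 are listed as 0.01 (41.2% of cells), and the 24 cells reading FAIL were treated as missing. The table has no read counts, so the depth per library is unknown and no counting interval can be given. Relative depth was judged from the commonest ratio between values under 0.3 FPKM in a library and those in LLC in vivo library 4.

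Values were transformed to log2(FPKM + 1). Genes with at least 1 FPKM in at least 3 of the fitted libraries were kept, 12315 of them for the 16 in vitro and in vivo libraries and 12423 for all 24. A linear model with a term per group was fitted with limma 3.58.1 in R 4.3.3, with a trended prior for the spread. Each test counted both directions, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. The comparisons were in vivo with in vitro within each line, the difference between those changes, CMT167 with LLC in vivo and in vitro, and passaged cells with in vitro and in vivo cells. The passaged comparisons used all 24 libraries. No label says that replicate numbers pair the libraries. The paper's methods say that RNA of cultured cells was taken when cells were injected, without saying which in vitro library belongs to which pool. Deviations from the group means correlated at r = -0.07 to 0.39 for same-numbered LLC in vitro and in vivo libraries, over 0.1 in 4 of 5 pairs and best with the own number in 3. No pair of groups had every pair over 0.1, the condition set for using the number as a block, so no block was used. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

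Before the deposited table was examined, 22 gene lists and 14 lists of cell-type markers were written from textbook knowledge. They were not necessarily written before the paper's figures and the part of its source data mentioned above were seen. They were tested with camera at a preset correlation of 0.01 between genes, with the correlation estimated from the residuals beside it, and with fry as a second test. The p-values of the lists in a comparison were adjusted together. Lists needed at least 3 tested genes. For Ifngr1, Ifngr2 and Socs1 in vitro, an exact permutation test over 56 splits of the libraries was added.

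Genes are named by a rule fixed before the table was opened. It takes the genes that the paper names for this pathway, and for each comparison among in vitro and in vivo groups the 8 genes with the largest log2 fold change each way. Those had to have an adjusted p under 0.05, a mean of at least 5 FPKM in a group and, except for the difference in response, no overlap between the groups. It also takes up to 4 members with the smallest adjusted p from each list described, and members that show a list going both ways. Figures, Table S1 and the part of the source data mentioned above had been seen when the rule was written, including that LLC in vitro libraries 1 to 3 differ from 4 and 5 at a few genes.

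The alternatives were pseudocounts of 0.1 and 0.01, no filter, a filter of 5 FPKM, median-ratio scaling, quantile normalization, only the groups compared, all 24 libraries, array weights, a robust prior, the replicate number as a block and a batch term for LLC replicates 1 to 3. LLC in vitro was also limited to libraries 1 to 3 or to 4 and 5, and each library was left out in turn. For the IFNγ list, genes that host leukocytes express were left out as well. After the data had been examined, 2 alternatives were added. The former removed from each library a smooth trend of the log2 values on transcript length, known for 11986 genes, and the latter left out the 4 libraries that lean to short transcripts. Other splits of the libraries, at most 100 per comparison, were fitted in the same way.

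The procedure was tested on simulated data with added changes. A log2 change of 2 was recovered for 73 to 100% of changed genes, depending on the comparison, and a log2 change of 1 for 18% (difference in response) to 75%. False calls were at most 19, of 179 genes called (LLC passaged with in vivo). Changes were added only to genes with a mean log2 value over 1. The simulated genes varied independently and no library leaned to short transcripts, so the effect of either was not tested. The protein, flow cytometry and mass cytometry data of the paper, its mutation calls and its RNA-Seq of Socs1-silenced cells have no values in this table and were left out.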

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

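The tests of the short-transcript lean in LLC in vitro and of host cells through the passage were written before their values were seen, and all other tests of explanations in this part were chosen after the result was seen. Dixon's test, applied to groups of 5 libraries with a mean of at least 1 FPKM, a limit set after a first run, set apart 3 of 135 gene groups, where chance alone sets apart about 1 in 20. Col6a3, a collagen VI chain, measured 86.3 FPKM in LLC in vivo library 3 and 119.64 to 133.62 FPKM in the others of its group. Iigp1, an interferon-induced GTPase, measured 3.07 FPKM in LLC in vivo library 4 and 5.92 to 6.19 FPKM in the others. Oaz1-ps, a pseudogene that shares reads with Oaz1, measured 0.021 FPKM in LLC in vivo library 3 and 35.5 to 70.1 FPKM in the others.

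The change from in vitro to in vivo differed between the lines, by the test of the difference itself, for 3397 genes. Among gene lists, the median difference of CMT167 from LLC was 2.88 for the IFNγ response, 1.16 for type I IFN, 1.82 for MHC class I, 5.59 for MHC class II, 0.68 for checkpoint ligands and 1.26 for complement and coagulation. It was -1.02 for extracellular matrix, -0.79 for cholesterol synthesis, 1.21 for ribosomal proteins and 1.35 for oxidative phosphorylation. The ribosomal and oxidative phosphorylation differences rest on the libraries that lean to short transcripts, since without these 4 libraries the medians were -0.21 (adjusted p = 0.25 from camera) and 0.18 (adjusted p = 0.6). Without them, complement and coagulation had 0.37 (adjusted p = 0.16) and checkpoint ligands 0.51 (adjusted p = 0.38), so these did not pass either. Adjusted p-values from camera for matrix, cholesterol, ribosomal and oxidative phosphorylation lists with every library were 4.5e-06, 7.3e-05, 0.019 and 0.0054, and with an estimated correlation adjusted p = 0.16, 0.19, 0.84 and 0.78. With an estimated correlation the lists for type I IFN (adjusted p = 0.16), MHC class I (adjusted p = 0.072) and checkpoint ligands (adjusted p = 0.19) did not pass either, while complement did (adjusted p = 0.032). Among marker lists, it was 1.08 for dendritic cells (adjusted p = 0.16 with an estimated correlation), 2.14 for endothelial cells (adjusted p = 0.16), -1.37 for fibroblasts and pericytes (adjusted p = 0.22), 2.97 for alveolar epithelium (adjusted p = 0.032) and 3.31 for airway epithelium (adjusted p = 0.046). Among genes, the response was larger in CMT167 for Lypd8 (11.37), Gkn2 (10.73), 2210407C18Rik (9.69), Gkn1 (9.55), Dmbt1 (8.88), Pigr (8.03), Tmem45b (7.58), Spink4 (7.43), Cxcl9 (4.61), Socs1 (3.10), Stat1 (3.01), Ciita (2.69), H2-D1 (1.70) and Cd274 (1.42). It was smaller in CMT167 for Lum (-8.54), Aspn (-6.81), Il33 (-6.61), Kera (-5.66), Col6a3 (-5.38), Prg4 (-5.35), Cilp (-5.34), Tnc (-5.08) and Jak2 (-1.89). The difference in H2-D1 was 0.83 (adjusted p = 0.077) after quantile normalization. The difference in Col6a3 includes the LLC library with the low value given above.

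The first pattern weighed is the higher level of IFNγ response and MHC class II genes in CMT167 than in LLC in vivo. A response of the cancer cells themselves, as the paper proposes, and the longer growth of CMT167 tumors were not tested with these libraries. Both remain open here. The paper has other evidence for such a response, from cultures treated with IFNγ. There CMT167 cells induced phosphorylated STAT1, Cxcl9, Cxcl10, Cd274, Ciita and MHC class II protein more than LLC cells did. For MHC class II, the CMT167 to LLC ratio (median 163) was larger for 10 of 11 genes than for any of 16 leukocyte markers (largest 17.4 for Ear2, median 2.77). This argues against the leukocytes that these markers stand for as the whole source. The 16 markers had to reach 1 FPKM in LLC in vivo, which limits their ratios, while the MHC class II genes had no such limit. With that limit lifted, 8 of the 11 exceeded the B cell marker Cd79b, at 126, the largest of 26 markers (median 3.23). The ratios therefore cannot decide for B cells, of whose list only 2 genes were tested. The MHC class II range over the libraries, 0.66 (standard error 0.24), is not under 0.5 of the leukocyte range of 1.28, so it cannot decide. All 22 markers of lung epithelium and endothelium that cultured CMT167 cells do not express (largest 27.5 for Cldn5, median 13.3) were exceeded by 10 of 11. This argues against host endothelium as the whole source. It cannot decide for lung epithelium, since 8 of 31 markers, Sftpd among them, were left out as expressed in culture. The largest ratio of the 9 tested alveolar markers was exceeded by only 2 of the 52 other IFNγ genes, as was the largest MHC class II ratio. A lean of some libraries to short transcripts is argued against as the whole source, since the median difference in response over the IFNγ list was still 2.2 after removal of the length trend. For the other 52 IFNγ genes, host leukocytes and host lung epithelium and endothelium are each argued against as the whole source, since the mean of these genes ranged by 0.12 (standard error 0.02) over the 3 CMT167 in vivo libraries, less than 0.5 of the ranges of leukocyte (1.28, standard error 0.36), alveolar, airway and endothelial markers (0.66, 0.58 and 1.05), while the full list, with its MHC class II genes, ranged by 0.13 (standard error 0.09), which plus 2 standard errors is not under 0.5 of 0.58. A part from host cells is not excluded. Only 16 of 52 genes exceeded each of the 16 leukocyte markers, and only 3 exceeded each of the 26. Only 11 exceeded all 22 markers of lung epithelium and endothelium. The median CMT167 to LLC ratio of the 52 genes, 11.0, was below those of alveolar (22.7), airway (12.3) and endothelial markers (14.7). Neutrophil markers ranged by only 0.28 (37 of 52 genes exceeded all 4), so the range cannot decide for them. Leaving out genes that host leukocytes express gave a median difference in response of 2.62 and not 2.88. Expression per host cell was not tested. The sort for cells without GFP was meant to remove host cells. Even so, the airway and leukocyte lists had mean log2 values of 5.15 and 3.41 in CMT167 in vivo, against 0.28 and 0.87 in vitro.

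The second pattern is that LLC in vitro libraries 1 to 3 differ from libraries 4 and 5. A lean to short transcripts may account for it, since across 12315 genes, which are not independent, this difference correlated at r = 0.60 with that of CMT167 in vivo library 2 from the other libraries of its group. A library batch shared by LLC replicates 1 to 3 in every LLC group is argued against, since the same difference correlated at r = 0.40 in LLC in vivo but at r = -0.36 in passaged LLC cells. No biological explanation was tested.

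The passaged cells, which the paper does not report on, gave 5483 genes between LLC passaged and in vitro, 2734 between LLC passaged and in vivo, 748 between CMT167 passaged and in vitro and 4018 between CMT167 passaged and in vivo. The third pattern is the 661 genes higher in passaged CMT167 cells than in CMT167 cells in vitro. RNA from host cells carried through the passage is argued against, since the 6 host lists examined kept a median of at most 0.002 of their in vivo excess. Of these genes, 591 kept a median share of 0.323 (quartiles 0.159 and 0.628), but a share above 0 was set by their selection as higher after passage. A lean to short transcripts is argued against as the whole source, since 571 of the 748 changed genes were called again after removal of the length trend. A lasting change in the cells, or selection of some cells in the tumor, remain open and were not tested, and the count fell to 342 when only the groups compared were fitted.

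Other splits of the same libraries were fitted to see whether a result as large could arise from any grouping. For the gene counts, chance is argued against, since no other split fitted was as large, for CMT167 with LLC in vivo (1 of 56 splits as large, real 6057, highest other 4), LLC passaged with in vivo (1 of 100, real 2734, highest other 142) and LLC in vivo with in vitro (1 of 100, real 5520, highest other 4638). The splits do not test the quality of the libraries. The count for LLC in vivo with in vitro fell with only libraries 4 and 5 of LLC in vitro, as given below. Few splits were as large for the lines in vitro (2 of 56, real 6577, highest other 7456), the difference in response (3 of 100, real 3397, highest other 3699) and LLC passaged with in vitro (2 of 100, real 5483, highest other 6144), but in each of these another split gave more genes than the real one. For the lines in vitro and the difference in response, that split put LLC in vitro libraries 1 to 3 in the place of CMT167 in vitro, which points to the structure described above. For LLC passaged with in vitro, as for LLC in vivo with in vitro, the highest other split was the real grouping with 1 library of each group exchanged, and nothing about that structure is read from it. With only libraries 4 and 5 of LLC in vitro, 4863 genes differed between the lines in vitro and 2485 in response. For LLC passaged with in vitro the count was 65 with only libraries 4 and 5 of LLC in vitro, so the 5483 genes are not read as an effect of passage. For the size of the IFNγ list median, chance is argued against in the same way for LLC in vivo with in vitro (1 of 100, real 1.43, highest other 0.96), the lines in vivo (1 of 56, real 2.88, highest other 1.87) and LLC passaged with in vivo (1 of 100, real 1.33, highest other 0.93), but not for the lines in vitro (44 of 56, real 0.00, highest other 0.05). For the difference in response, 1 of 100 splits was as large by further digits only (real and highest other both 2.88), and nothing about chance is read from it, since that other split kept the real groups in vivo and exchanged 1 library between the lines in vitro. For LLC passaged with in vitro, 4 of 100 splits were as large (real 0.04, highest other 0.05), but the list itself did not pass in that comparison and nothing is read from it. For CMT167 the 10 splits are too few, with real and highest other counts of 4101 and 1 for in vivo with in vitro, 748 and 41 for passaged with in vitro, and 4018 and 0 for passaged with in vivo. The corresponding list medians were 3.69 and 1.53, 0.23 and 0.16, and 3.39 and 1.42 in size.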

How the results depend on the processing

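The removal of the transcript length trend and the fit without the 4 libraries that lean to short transcripts were chosen after the result was seen. The other alternatives were set before the deposited table was examined. Ifngr1, Ifngr2 and Socs1 in vitro kept direction and call in 72 of 72 alternatives, with log2 differences from 1.43 to 2.2, 1.32 to 1.56 and -4.26 to -2.37. The IFNγ list kept its call in 229 of 234, among them all those for each line in vivo with in vitro (medians 3.47 to 7.12 for CMT167, 1.21 to 4.03 for LLC) and for the difference in response (2.2 to 3.27). It kept its direction in all but the 27 for the lines in vitro, where a main median of 0.00 gives none to keep (-0.05 to 0.04, never past the test). For the lines in vivo it ran from 2.65 to 3.80, and its adjusted p was 0.085 with an estimated correlation (median 2.88), the highest of a range from 3.2e-21. For CMT167 passaged with in vitro, the estimated correlation gave a median of 0.23 and adjusted p = 0.38. For LLC passaged with in vitro the list passed with a pseudocount of 0.01 (0.20, adjusted p = 0.042), with the length trend removed (0.20, adjusted p = 0.048) and without the short-transcript libraries (0.08, adjusted p = 0.025). Leaving out libraries gave IFNγ medians of 3.71 to 4.04 for CMT167 and 1.35 to 1.5 for LLC in vivo with in vitro, 2.71 to 2.94 for the difference in response and 2.71 to 3.05 for the lines in vivo. Without the genes that host leukocytes express, the median difference in response was 2.62.

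Gene counts moved by more than 1.5 times in 26 of 207 alternatives. Array weights gave 9915 genes for LLC in vivo with in vitro, 8330 for the difference in response, 9217 for the lines in vivo, 9617 for LLC passaged with in vitro, 5967 for LLC passaged with in vivo, 1778 for CMT167 passaged with in vitro and 8485 for CMT167 passaged with in vivo. No filter gave 6329 for CMT167 in vivo with in vitro and 6203 for CMT167 passaged with in vivo, with more genes tested. With only the groups compared, LLC passaged with in vitro had 63 and CMT167 passaged with in vitro 342. LLC in vitro libraries 4 and 5 alone gave 2644 for LLC in vivo with in vitro and 65 for LLC passaged with in vitro, and libraries 1 to 3 alone 8079 for the difference in response. An LLC batch term gave 5604 for that difference. Without the short-transcript libraries the counts were 3306 for LLC in vivo with in vitro, 1983 for the difference in response and 85 for LLC passaged with in vitro. Fewer libraries were fitted in these last settings, and otherwise the cause was not tested. Leaving out a library gave 2711 (without CMT167 in vivo replicate 2) to 3590 for CMT167 in vivo with in vitro, 4204 to 6949 for LLC, 1777 (without CMT167 in vivo replicate 2) to 5780 (without LLC in vitro replicate 5) for the difference in response, 4649 to 5952 for the lines in vivo and 5016 to 7662 in vitro. It gave 3126 to 6981 for LLC passaged with in vitro (3568, 3126 and 3377 without LLC in vitro replicates 1, 2 and 3), 2214 to 2645 for LLC passaged with in vivo, 486 (without CMT167 passaged replicate 2) to 876 for CMT167 passaged with in vitro and 2360 (without CMT167 in vivo replicate 2) to 3527 for CMT167 passaged with in vivo. The replicate block, not used because replicate numbers met the condition for pairing in no comparison, gave 4128, 5733, 3942, 6051, 7837, 5215, 2601, 640 and 3850 for the lines in vivo with in vitro (CMT167, then LLC), the difference in response, the lines in vivo and in vitro, LLC passaged with in vitro and in vivo, and CMT167 passaged with in vitro and in vivo. With it, Ifngr2 in CMT167 (0.50, adjusted p = 0.1), Lyz2 between the lines in vivo (1.09, adjusted p = 0.1), the difference in response of Irf1 (1.20, adjusted p = 0.05) and Egln1 in CMT167 passaged with in vitro (1.07, adjusted p = 0.063) did not pass, while Jak2 (0.76, adjusted p = 0.018) and Cxcl10 (1.32, adjusted p = 0.029) between the lines in vivo did, and no other call of a named gene changed. Quantile normalization shifted the median of all genes to -0.12 for CMT167 in vivo with in vitro and to -0.21 for the lines in vivo, where higher genes fell from 62.5 to 42.8% and from 54.9 to 41.3% of those called. Of the results for other lists, 149 of 288 passed camera, 43 with an estimated correlation, 172 by fry and 145 to 153 without a library.

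Of 6930 alternatives for 295 results of other named genes, 6763 changed neither direction nor call, among them 21 for Ciita between the lines in vitro, whose main value of 0.00 has no direction. In 55 the call was gained, in 83 lost, and in 29 the sign changed, and the cause was not tested. Of these 29, only 3 involve a call, the differences in response of Cish with a pseudocount of 0.01 (-0.20, adjusted p = 0.75), Ccl2 after quantile normalization (-1.13, adjusted p = 0.034) and Ptpn2 without the short-transcript libraries (-0.64, adjusted p = 0.042). The others passed neither before nor after. With pseudocounts of 0.1 and 0.01 they were the differences in response of Cxcl10 (-0.66 and -1.08) and H2-K1 (-0.14 and -0.25), and with quantile normalization that of Ptpn2 (-0.16). With the length trend removed they were those of Cxcl10 (-0.26), Ccl2 (-0.83), H2-K1 (-0.18) and Ptpn2 (-0.23), and Ciita in LLC in vivo with in vitro (-0.27). With only LLC in vitro libraries 4 and 5 they were the differences in response of Ccl2 (-0.61) and Ptpn2 (-0.52), Ptpn2 in LLC in vivo with in vitro (0.11) and Cd274 between the lines in vitro (0.01), and with libraries 1 to 3 the difference in response of Ifngr1 (0.09). Without the short-transcript libraries they were Jak1 in CMT167 in vivo with in vitro (0.10), Ptpn2 in LLC (0.11), the difference in response of Ccl2 (-0.67) and Cd274 between the lines in vitro (0.01). Array weights gave 0.15 for Jak1 in CMT167 and 0.06 for Cd274 in vitro, and the replicate block -0.04 for Cxcl9 in vitro. Leaving out libraries gave -0.36 to 0.10 for Jak1 in CMT167 in vivo with in vitro, and in response -0.45 to 0.02 for Ifngr1, -0.12 to 0.70 for Cxcl10 and -0.02 to 0.47 for Ccl2. The unknown depth limits statements on genes near the floor, such as Ifng.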

Differences from the paper's values

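No test in this part was chosen after the result was seen. Mean FPKM of Ifngr1, Ifngr2 and Socs1 in each line in vitro lay within 1.5 times of the values read by eye from Fig S2A, Fig S2B and Fig 4A, so no value of the paper differs from the one computed here. The paper's legend of Table S1 gives the rank of the IFNγ set in each line by the order of listing. By the normalized enrichment scores in the same table, the set holds place 6 in LLC and place 1 in CMT167. In the lists used here, the IFNγ response list had the smallest camera p at the preset correlation in both lines.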

Other observations

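The tests with short-transcript libraries left out, those with the length trend removed and the list tests repeated under alternatives were chosen after the result was seen. In culture the lines differed in epithelial and mesenchymal genes. Cdh1, which encodes E-cadherin, averaged 162 ± 6.91 (SD, n = 3) FPKM in CMT167 and 0.0773 ± 0.052 (SD, n = 5) FPKM in LLC, and Krt19, a simple epithelial keratin, 1099 ± 148 and 1.08 ± 0.114 FPKM. Col3a1, a fibrillar collagen, averaged 0.348 ± 0.142 FPKM in CMT167 and 205 ± 206 FPKM in LLC. Twist1, a transcription factor of the mesenchymal state, was listed at the floor in every CMT167 library in vitro and averaged 27.3 ± 2.53 FPKM in LLC. The epithelial identity list had 12 higher, 0 lower and 2 not past the test (12 higher and 0 lower adjusted over the list alone) in CMT167 against LLC in vitro, a median of 4.55 and adjusted p = 1.2e-08 from camera and adjusted p = 7.6e-04 with an estimated correlation. In vivo it had 13 higher, 0 lower and 1 not past the test (13 higher and 0 lower adjusted over the list alone), a median of 4.20 and adjusted p = 3.4e-09 from camera and adjusted p = 6.6e-04 with an estimated correlation. The extracellular matrix list had 4 higher, 18 lower and 18 not past the test (4 higher and 18 lower adjusted over the list alone) in vitro, a median of -0.53 and adjusted p = 0.0077 from camera and adjusted p = 0.97 with an estimated correlation. In vivo it had 6 higher, 25 lower and 9 not past the test (6 higher and 27 lower adjusted over the list alone), a median of -2.20 and adjusted p = 2.2e-07 from camera and adjusted p = 0.12 with an estimated correlation. Cholesterol synthesis genes were higher in CMT167 in vitro, with 21 higher, 0 lower and 3 not past the test (21 higher and 0 lower adjusted over the list alone), a median of 1.45 and adjusted p = 2.9e-06 from camera and adjusted p = 0.51 with an estimated correlation. Among single genes in vivo, for which no list was tested, Tff1, a trefoil peptide, measured 10595 ± 1913 FPKM in CMT167 and 1.85 ± 1.11 FPKM in LLC, and Gkn2, a gastrokine, 7870.4 ± 1257 and 0.423 ± 0.219 FPKM.

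Passaged CMT167 cells held Gkn2 and Tff1 above their level in vitro. Gkn2, picked in this comparison after its values were seen as were the next genes, averaged 185 ± 45.2 (SD, n = 3) FPKM in passaged cells and 4.39 ± 2.66 (SD, n = 3) FPKM in vitro, a log2 change of 5.19 (adjusted p = 2.9e-12). Tff1 averaged 5919 ± 769 and 1960.2 ± 79.7 FPKM, a change of 1.59 (adjusted p = 0.0018) that no longer passed with a pseudocount of 0.01 (adjusted p = 0.062). Car9, a carbonic anhydrase induced by hypoxia, averaged 6.92 ± 1.48 and 0.235 ± 0.111 FPKM. The hypoxia list had 5 higher, 0 lower and 20 not past the test (13 higher and 1 lower adjusted over the list alone) in passaged CMT167 cells against in vitro, a median of 0.77 and adjusted p = 5.6e-07 from camera and adjusted p = 0.37 with an estimated correlation. The IFNγ list had 8 higher, 0 lower and 49 not past the test (9 higher and 0 lower adjusted over the list alone), a median of 0.23 and adjusted p = 3.6e-05 from camera and adjusted p = 0.38 with an estimated correlation, with Casp1, an inflammatory caspase, at 2.00. The type I IFN list had 8 higher, 0 lower and 29 not past the test (14 higher and 0 lower adjusted over the list alone), a median of 0.36 and adjusted p = 5.6e-07 from camera and adjusted p = 0.37 with an estimated correlation. Against in vivo cells, all 57 IFNγ genes were lower in passaged CMT167 cells (also 57 adjusted over the list alone), at a median of -3.39, with adjusted p = 6.7e-52 from camera and adjusted p = 4.0e-04 with an estimated correlation. In passaged LLC cells the list had 1 higher, 51 lower and 5 not past the test (1 higher and 53 lower adjusted over the list alone) against in vivo, a median of -1.33 and adjusted p = 2.0e-35 from camera and adjusted p = 0.002 with an estimated correlation. Against in vitro, that list had 7 higher, 3 lower and 47 not past the test (7 higher and 3 lower adjusted over the list alone) in passaged LLC cells, a median of 0.04 and adjusted p = 0.34. For passaged cells against in vitro, 748 genes changed in CMT167 and 342 with only the groups compared. The respective counts were 5483 and 63 in LLC, with 85 without the short-transcript libraries.

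Cell cycle genes fell from in vitro to in vivo in both lines. In CMT167 that list had 0 higher, 31 lower and 7 not past the test (0 higher and 33 lower adjusted over the list alone), a median of -1.37 and adjusted p = 2.6e-11 from camera and adjusted p = 0.13 with an estimated correlation. In LLC it had 0 higher, 29 lower and 9 not past the test (0 higher and 31 lower adjusted over the list alone), a median of -1.38 and adjusted p = 8.9e-12 from camera and adjusted p = 0.13 with an estimated correlation. Cholesterol synthesis genes in CMT167 had 0 higher, 20 lower and 4 not past the test (0 higher and 22 lower adjusted over the list alone), a median of -1.60 and adjusted p = 1.3e-11 from camera and adjusted p = 0.027 with an estimated correlation, with Lss, lanosterol synthase, at -2.51. In LLC they had 1 higher, 15 lower and 8 not past the test (1 higher and 15 lower adjusted over the list alone), a median of -0.62 and adjusted p = 1.1e-04 from camera and adjusted p = 0.16 with an estimated correlation. For TNF and NF-kB targets, medians were 1.27 in CMT167 (adjusted p = 4.4e-05 from camera and adjusted p = 0.16 with an estimated correlation) and 1.45 in LLC (adjusted p = 6.8e-07 from camera and adjusted p = 0.11 with an estimated correlation). In the difference in response that list had a median of -0.22 and a mean of 0.03, of opposite sign, and did not pass (adjusted p = 0.89). Immediate early and dissociation genes rose in CMT167 by a median of 1.84, with adjusted p = 1.5e-05 from camera and adjusted p = 0.2 with an estimated correlation. Amino acid stress genes fell by 1.09 in CMT167 (adjusted p = 1.3e-04 from camera and adjusted p = 0.27 with an estimated correlation) and by 0.82 in LLC (adjusted p = 0.0019 from camera and adjusted p = 0.42 with an estimated correlation). Growth factor and EGFR ligand genes rose in LLC by a median of 1.05, with adjusted p = 1.2e-05 from camera and adjusted p = 0.052 with an estimated correlation, and in CMT167 had a median of 0.47 (adjusted p = 0.083). In LLC the oxidative phosphorylation list was lower in vivo with every library (adjusted p = 2.0e-05 from camera and adjusted p = 0.42 with an estimated correlation), but with only libraries 4 and 5 of LLC in vitro its median was -0.13 (adjusted p = 0.24). The ribosomal protein list reversed, from a median of -0.61 (adjusted p = 0.0073 from camera and adjusted p = 0.64 with an estimated correlation) to 0.53 (adjusted p = 0.0081), so neither is read as a change in the tumor. Ribosomal protein genes held 28.1, 34.3 and 29.6% of all FPKM in LLC in vitro libraries 1 to 3 and 19.1 and 18.5% in libraries 4 and 5. In CMT167 the medians of these lists were 0.42 (adjusted p = 0.7) and 0.71 (adjusted p = 0.26). Hypoxia, glycolysis and replication histone lists did not pass in CMT167 (adjusted p = 0.37, 0.42 and 0.083) or LLC (adjusted p = 0.061, 0.45 and 0.67). With only libraries 4 and 5 of LLC in vitro, hypoxia (median 0.34, adjusted p = 0.042) and replication histones (0.9, adjusted p = 0.0055) passed in LLC. Without CMT167 in vivo library 2 and LLC in vitro libraries 1 to 3, replication histones (1.04, adjusted p = 0.024) and growth factor ligands (0.54, adjusted p = 0.016) passed in CMT167.

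Other host marker lists in CMT167 in vivo against in vitro had medians of 2.56 for endothelial cells (adjusted p = 1.6e-08 from camera and adjusted p = 0.078 with an estimated correlation), 4.17 for airway epithelium (adjusted p = 1.3e-06 from camera and adjusted p = 0.0077 with an estimated correlation) and 2.13 for fibroblasts and pericytes (adjusted p = 1.9e-05 from camera and adjusted p = 0.04 with an estimated correlation). They were 2.27 for macrophages and monocytes (adjusted p = 0.0026 from camera and adjusted p = 0.26 with an estimated correlation), 2.38 for alveolar macrophages (adjusted p = 0.0089 from camera and adjusted p = 0.25 with an estimated correlation), 2.02 for neutrophils (adjusted p = 0.0083 from camera and adjusted p = 0.15 with an estimated correlation) and 1.39 for dendritic cells (adjusted p = 0.014 from camera and adjusted p = 0.078 with an estimated correlation). Platelet genes had 0.97 (adjusted p = 0.047 from camera and adjusted p = 0.18 with an estimated correlation) and red blood cell genes 1.65 (adjusted p = 0.42). With the length trend removed, neutrophil (1.18, adjusted p = 0.15) and platelet lists (0.23, adjusted p = 0.3) did not pass, and dendritic cells did not after quantile normalization (0.79, adjusted p = 0.07). The lists for T and NK cells, B and plasma cells and mesothelium had fewer than 3 tested genes and were not tested.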
